# Nutritional c‐Fos Induction Rewires Hepatic Metabolism and Can Promote Obesity‐Associated Hepatocellular Carcinoma

**DOI:** 10.1002/advs.202509755

**Published:** 2025-09-29

**Authors:** Ao Li, Eduardo H. Gilglioni, Wadsen St‐Pierre‐Wijckmans, Leila Hosseinzadeh, Christelle Veyrat‐Durebex, Sumeet Pal Singh, Roberto Coppari, Latifa Bakiri, Esteban N. Gurzov

**Keywords:** c‐Fos, HCC, hepatocytes, MASLD, obesity, steatosis

## Abstract

The transcription factor c‐Fos plays a key role in liver metabolism, stress responses, and carcinogenesis. Here, the role of hepatic c‐Fos in the pathophysiology of metabolic dysfunction‐associated steatotic liver disease and hepatocellular carcinoma (HCC) is investigated. In chow‐fed mice, hepatic c‐Fos is induced by insulin after feeding and suppressed by glucagon during fasting. Adenovirus‐mediated hepatic c‐Fos ectopic expression is sufficient to induce insulin resistance in chow‐fed mice. In models of diet‐induced obesity and inducible hepatocyte‐specific *Fos*‐expressing mice, elevated c‐Fos expression is associated with transcriptomic changes in PPAR signaling and fatty acid metabolism pathways. Mechanistically, ectopic c‐Fos expression enhances glycolysis and activates stress‐related MAPK and insulin‐related PI3K‐Akt signaling, which can contribute to metabolic dysregulation. In HCC, persistent c‐Fos expression correlates with activation of PI3K‐Akt, MAPK, and calcium signaling pathways. Functional studies show that c‐Fos knockdown reduces proliferation and restores apoptotic sensitivity in HCC cells under lipotoxic or endoplasmic reticulum stress conditions. These findings identify c‐Fos as a transcriptional regulator responsive to metabolic and hormonal cues, with potential roles in liver metabolic dysfunction and tumorigenesis.

## 1 Introduction

Obesity affects over 1 billion people worldwide and is a major contributor to metabolic‐associated steatotic liver disease (MASLD), which impacts ≈38% of the global population.^[^ ^1^ ^]^ MASLD can progress to severe liver diseases, such as metabolic‐associated steatohepatitis (MASH), cirrhosis, and hepatocellular carcinoma (HCC).^[^ ^2^ ^]^ The liver, as the central hub for metabolic homeostasis, is particularly affected during obesity.^[^ ^3^ ^]^ In recent years, the obesity epidemic has been implicated in up to 40% of the increasing incidence of HCC in developed nations.^[^ ^4^ ^]^

The liver functions by integrating hormonal, nutritional, and neuronal cues to regulate hepatocyte metabolic activity. During fasting, it prioritizes fatty acid oxidation and maintains glucose levels through glycogenolysis and gluconeogenesis, while carbohydrate intake stimulates hepatic glucose uptake, glycogenesis, glycolysis, and lipogenesis.^[^ ^5^, ^6^ ^]^ These metabolic shifts are tightly controlled by insulin, glucagon, and other hormonal cues, adjusting dynamically to nutrient availability and the body's energy needs.^[^ ^6^ ^]^ However, chronic overnutrition and obesity disrupt this finely tuned regulatory network, driving hepatic steatosis, inflammation, and metabolic reprogramming that are key contributors to liver disease progression.^[^ ^2^, ^7^ ^]^

Numerous transcription factors regulate hepatocyte metabolism and contribute to the progression of MASLD, MASH, and HCC. Among them, the activator protein 1 (AP‐1) transcription factor family has been extensively studied for its involvement in cell growth, differentiation, apoptosis, and stress responses, although its specific roles in liver pathology remain incompletely understood.^[^ ^8^, ^9^ ^]^ c‐Fos, the first discovered AP‐1 member, plays a particularly prominent role, orchestrating adaptive metabolic and signaling responses across different cell types.^[^ ^10^ ^]^ c‐Fos expression is a marker of neuronal activation in circuits associated with appetite regulation, including pro‐opiomelanocortin (POMC) neurons^[^ ^11^ ^]^ and corticostriatal circuits,^[^ ^12^ ^]^ both of which influence feeding behavior. In β‐cells, c‐Fos modulates insulin secretion.^[^ ^13^ ^]^ In adipocytes, c‐Fos facilitates adipogenesis by enhancing the expression of key transcription factors such as Peroxisome Proliferator Activated Receptor (PPAR)‐γ.^[^ ^14^ ^]^ In hepatocytes, c‐Fos transcriptionally activates PPARγ and contributes to the development of MASH and HCC in response to palmitate‐rich high‐fat diets.^[^ ^15^, ^16^, ^17^ ^]^ Transcriptomic studies further highlight c‐Fos as a key protein regulating multiple signaling pathways involved in MASLD.^[^ ^18^ ^]^ However, the role of c‐Fos in hepatocyte glucose and lipid metabolism and its contribution to liver dysfunction and disease progression in obesity are still not completely understood.

Here, we studied hepatic c‐Fos expression in chow diet‐fed and obesogenic diet‐fed mice under fasting and feeding conditions. Insulin stimulates c‐Fos expression in hepatocytes, while obesogenic diet components, such as saturated fatty acids and fructose, enhance its expression. Increased c‐Fos alters the expression of genes regulating glucose and lipid metabolism, leading to metabolic changes associated with MASLD and HCC progression. Our findings establish c‐Fos as a key regulator of hepatic energy metabolism and underscore its role in metabolic liver diseases in obesity.

## 2 Results

### 2.1 Hepatic c‐Fos is Induced by Insulin During Feeding

c‐Fos is rapidly induced in response to stimuli and undergoes gradual degradation.^[^ ^19^ ^]^ To explore its fluctuations during fasting and feeding, we first analyzed a publicly available RNA sequencing dataset (GSE200811) derived from the livers of humanized male chimeric mice sampled every 4 h over the circadian cycle (Zeitgeber Time 0, ZT0: lights on; ZT12: lights off).^[^ ^20^ ^]^ *FOS* mRNA levels remained low and stable throughout the light phase (resting/fasting period) but increased at the onset of the dark phase, when mice are active and typically begin feeding (Figure S1A, Supporting Information). We also observed that *PPARG* mRNA expression paralleled and fluctuated with *FOS* expression (Figure S1A, Supporting Information). To directly investigate feeding‐induced c‐Fos expression, 8‐week‐old C57BL/6N lean mice were randomly assigned to one of two experimental conditions: a “24 h‐Fasted” protocol (Fasted group, ZT0 to ZT24) or a “12 h‐Fasted” (ZT0‐12, lights on) & “12 h‐Fed” protocol (Fed group, ZT12‐24, lights off) (**Figure** **1**A). At the end point (ZT24), the fed group exhibited higher body weight, glycemia, and insulinemia when compared to the fasted group (Figure 1B). Liver weight, liver‐to‐body weight ratio, liver lean mass, and liver total water content were also significantly higher in the fed group. No significant differences were observed in liver fat mass. Histological analyses showed larger hepatocytes in the fed group (Figure S1B, Supporting Information), with increased glycogen accumulation (Figure 1C). Increased c‐Fos protein was detected by immunoblotting in the fed group, as well as higher protein expression of the lipogenesis‐associated markers PPARγ and PLIN2 (Figure 1D). In line with increased insulinemia, phosphorylation of the insulin receptor (IR), AKT at Ser473, and ERK1/2 was increased in the fed group. At the mRNA level, β‐oxidation‐related *Pparα* and its downstream gene *Cpt1α*, as well as antioxidant responsive *Nfe2l2*, were decreased in the fed group, while lipogenesis‐related *Pparγ* isoform 2 and its target genes (*Acly*, *Acaca*, and *Fasn*) were significantly upregulated (Figure 1E). The upregulation of lipogenic markers and insulin signaling pathways, along with the downregulation of fatty acid oxidation genes, suggested a shift toward anabolic lipid metabolism in the fed state, which follows the increase in c‐Fos protein.

**Figure 1:**
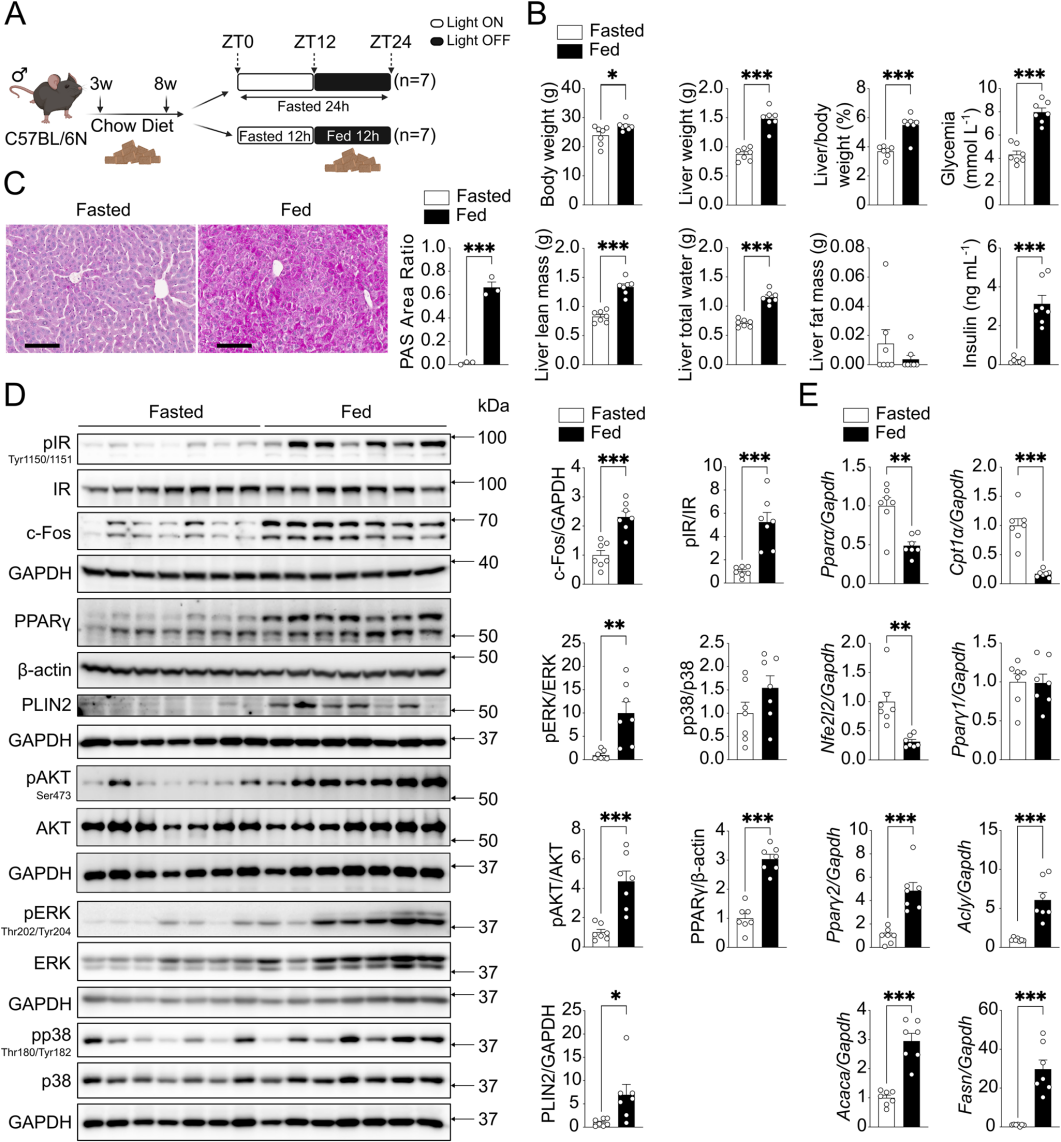
Hepatic c‐Fos expression increases during feeding in chow diet‐fed mice. A) Schematic of the fasted‐fed experimental protocol. Eight‐week‐old C57BL/6N male mice were subjected to either a 24 h fasting protocol (Fasted group: ZT0‐ZT24) or a 12 h fasting (ZT0‐ZT12) followed by 12 h feeding (ZT12‐ZT24) protocol (Fed group). Created in BioRender. Gurzov, E. (2025) https://BioRender.com/j8lyt0y. B) Metabolic differences between fasted and fed groups as indicated (*n* = 7 mice per group). C) Histological analyses using PAS staining demonstrate glycogen accumulation in mouse livers (*n* = 3 mice per group). Scale bar, 100 µm. D) Immunoblot analysis of fasted and fed mouse liver tissues showing pIR, pAKT, pERK, pp38 MAPK, c‐Fos, and lipogenesis markers (PPARγ and PLIN2) protein levels (*n* = 7 mice per group). E) RT‐PCR analysis shows β‐oxidation‐related genes (*Pparα*, *Cpt1α*, *Nfe2l2*) and lipogenesis‐related genes (*Pparγ*, *Acly*, *Acaca*, *Fasn*) in fasted/fed mouse livers (*n* = 7 mice per group). In B‐E), results are shown as mean ± SEM. Statistical analyses using two‐tailed unpaired Student's *t*‐test B‐E). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

We hypothesized that hepatic c‐Fos expression was induced by insulin during feeding. DESeq2 analysis on the dataset GSE117741^[^ ^21^ ^]^ of hyperinsulinemic‐euglycemic clamped liver transcriptomic revealed that *Fos* expression increased significantly following hyperinsulinemic clamp (HighIns 3 h vs 20 min, Figure S2A, Supporting Information). While transient hypoglycemia at 20 min corresponded to reduced *Fos* levels, consistent with insulin dose‐dependent regulation and glycemic status (Figure S2A, Supporting Information). Next, primary mouse hepatocytes (mHep) were isolated by a two‐step collagenase perfusion method. Insulin treatment of mHep resulted in a significant increase in *Fos* mRNA levels within 30 min (**Figure** **2**A). pIR protein levels were elevated within 30 min, and c‐Fos protein levels significantly increased after 2 h of insulin treatment (Figure 2B). c‐Fos is induced by insulin through the phosphorylation of ERK1/2 and p38 MAPK in several cell types.^[^ ^22^, ^23^ ^]^ Thus, an ERK phosphorylation inhibitor (ERKi, SCH772984) was included with insulin in mHep cultures. pERK and c‐Fos protein levels were significantly reduced in the presence of ERKi compared to insulin after 2 h of treatment (Figure 2C). Immunofluorescence staining further confirmed reduced insulin‐induced c‐Fos expression in the presence of ERKi (Figure 2D). Conversely, glucagon treatment significantly reduced pERK and c‐Fos protein expression in mHep, highlighting the regulation of c‐Fos by ERK under fasting conditions (Figure 2E).

**Figure 2:**
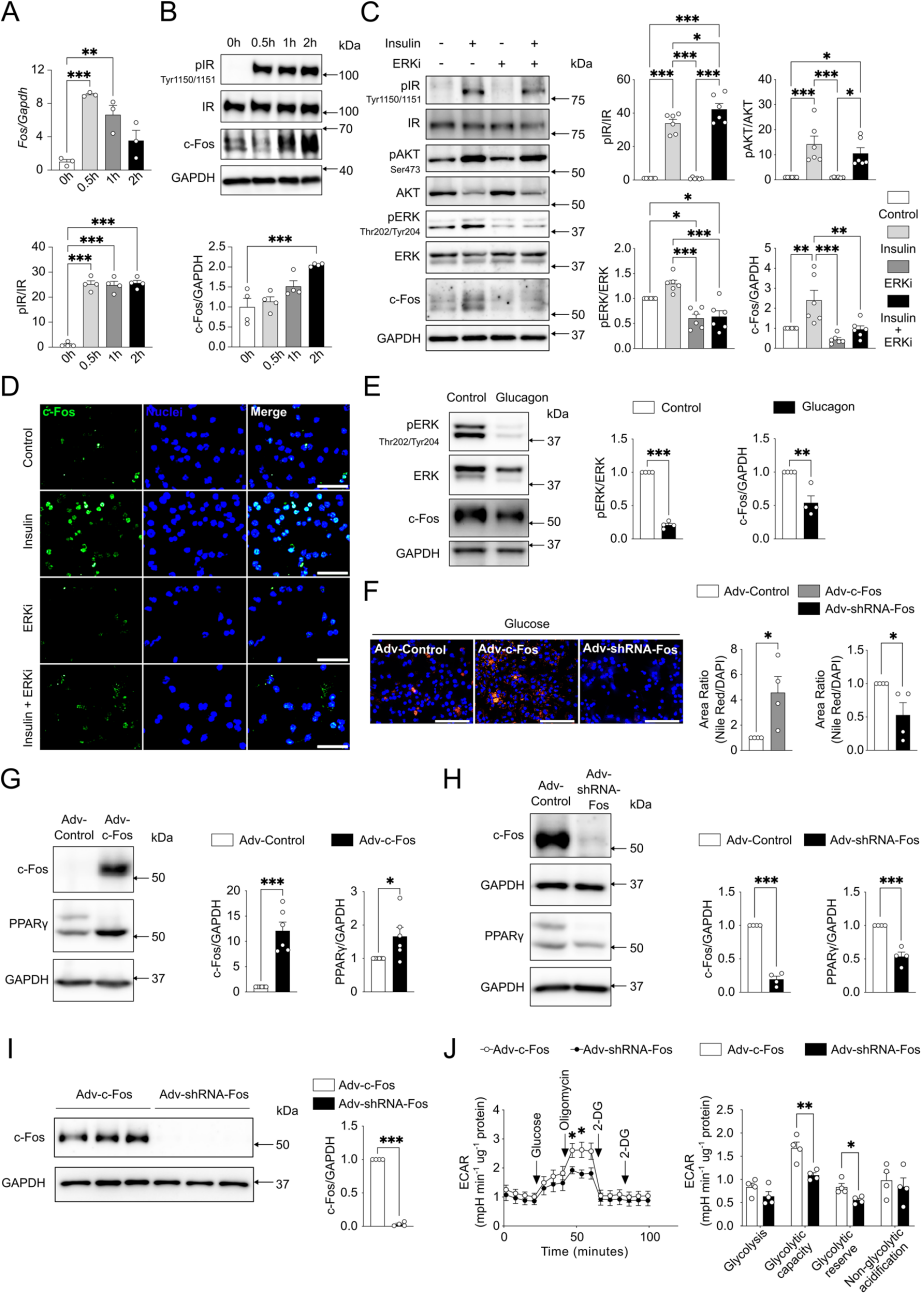
Insulin‐induced c‐Fos expression promotes fat accumulation in primary mouse hepatocytes. A) RT‐PCR (*n* = 3 biological replicates) and B) immunoblot analysis (*n* = 4 biological replicates) indicating *Fos* mRNA and pIR, c‐Fos protein expression in primary mouse hepatocytes (mHep) with 2 h insulin treatment (100 nM). C) Immunoblot analysis of primary mHep (*n* = 6 biological replicates) showing pIR, pAKT, pERK, and c‐Fos protein expression with insulin (100 nM) and an ERK inhibitor (ERKi, SCH772984, 150 nM) treatment after 2 h. D) c‐Fos protein expression in primary mHep with insulin (100 nM) and an ERK inhibitor (ERKi, SCH772984, 150 nM) treatment after 2 h. Scale bar, 100 µm. E) Immunoblot analysis of primary mHep (*n* = 4 biological replicates) showing pERK and c‐Fos protein expression with glucagon (100 nM) treatment after 2 h. F) Nile Red and DAPI staining demonstrate lipid accumulation in primary mHep (*n* = 4 biological replicates) with adenovirus‐mediated c‐Fos overexpression (Adv‐c‐Fos, 50 MOI) or silencing (Adv‐shRNA‐Fos, 50 MOI) in high glucose (22.2 mm) culture conditions for 24 h. Scale bar, 200 µm. G, H) Immunoblot analysis of primary mHep showing c‐Fos and PPARγ protein expression with Adv‐c‐Fos (50 MOI, *n* = 6 biological replicates) or Adv‐shRNA‐Fos (50 MOI, *n* = 4 biological replicates) and high glucose (22.2 mm) treatment after 24 h. I) Immunoblot analysis of primary mHep (*n* = 4 biological replicates) showing c‐Fos protein expression with Adv‐c‐Fos (50 MOI) and Adv‐shRNA‐Fos (50 MOI). J) Real‐time measurement of the extracellular acidification rate (ECAR) in response to glycolytic modulators reveals changes in glycolytic parameters of primary mHep (*n* = 4 biological replicates). Each individual value represents independent hepatocyte preparations from different mice. In A‐C, E‐J), results are shown as mean ± SEM. Statistical analyses using one‐way ANOVA A‐C) or two‐tailed unpaired Student's *t*‐test E‐J). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

Adenoviral vectors were used to ectopically express (Adv‐c‐Fos) or silence (Adv‐shRNA‐Fos) c‐Fos in mHep (Figure S2B, Supporting Information). Glucose uptake was assessed across a range of glucose concentrations simulating different physiological states of glycemia, including hypoglycemia (1.5 mm), euglycemia (5.5 mm), mild hyperglycemia (11.11 mm), and severe hyperglycemia (22.22 mm). Glucose uptake increased with elevated glucose concentrations (Figure S2C, Supporting Information), and c‐Fos expression further enhanced glucose uptake at 1.5, 5.5, and 11.1 mm glucose. The effect was not observed at 22.2 mm glucose, but c‐Fos still increased hepatocyte lipid accumulation in this setting (Figure 2F). Ectopic c‐Fos expression led to increased PPARγ protein and suppressed *Pparα*, *Cpt1α*, and *Nfe2l2* transcription, while conversely, c‐Fos silencing lowered PPARγ (Figure 2G,H; Figure S2D, Supporting Information). Furthermore, hepatocyte glycolytic capacity and reserve were significantly increased upon ectopic c‐Fos expression compared to c‐Fos silencing (Figure 2I,J). Taken together, c‐Fos is suppressed by glucagon and induced by insulin through ERK signaling pathway in healthy livers and isolated primary mHep. Furthermore, c‐Fos stimulates glucose uptake, glycolysis, and lipid storage in hepatocytes.

### 2.2 Hepatic c‐Fos Silencing Suppresses PPARγ, and c‐Fos Overexpression Induces Insulin Resistance in Chow Diet‐Fed Mice

To validate our findings in vivo, chow diet‐fed 6‐week‐old C57BL/6N mice were randomly assigned to c‐Fos silencing (Adv‐shRNA‐Fos) or control (Adv‐Control) groups (**Figure** **3**A). After 2 weeks, fasted glycemia was measured, and there was no difference between Adv‐shRNA‐Fos and Adv‐Control groups (Figure S3A, Supporting Information). Then, all mice underwent a 12 h fasted & 12 h fed protocol, and the livers were collected at the end point ZT24. No significant changes were detected in body weight, glycemia, hepatic glycogen content, or liver mass and composition (Figure 3B; Figure S3B, Supporting Information). Liver immunoblotting analysis demonstrated efficient c‐Fos silencing and reduced PPARγ protein levels, consistent with the in vitro data (Figure 3C). RNA sequencing was next performed using adenovirus‐infected livers (Figure S3C, Supporting Information). 

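Liver RNA was sequenced from Adv-Control mice (n = 3) and Adv-shRNA-Fos mice (n = 3). The mice had received 1000000000 plaque-forming units of adenovirus at 6 weeks of age and were killed 2 weeks later at ZT24, after 12 h of fasting and 12 h of feeding. The control virus carried an empty CMV cassette, whereas the silencing virus carried a U6-driven shRNA against Fos together with GFP, so the vectors differed in more than the shRNA. Polyadenylated RNA was read as paired 150-base reads, for which the paper's methods give 10 M pairs per sample. The authors deposited the number of reads counted on each of 55421 genes, without normalization, in a separate table for each liver. The Adv-Control livers had totals of 23027651, 20613864 and 20565325 counts, and the Adv-shRNA-Fos livers 19726574, 20094477 and 18401536. Low counts were mostly even (between 72.3% and 75.5% of the counts from 1 to 20 in each liver), the pattern left when both mates of a pair are counted. On that reading, the median over the livers was 10.2 M counted pairs. The paper's text names an aligner and a counter for another mouse liver dataset but not for these livers, nor whether strand was used. The gene identifiers include all 86 genes that GENCODE M21 places on unplaced GRCm38 scaffolds. The counts were normalized with edgeR's TMM factors and tested with edgeR's quasi-likelihood test over the 12796 genes kept by filterByExpr, with Benjamini-Hochberg adjustment. DESeq2, the tool of the paper, was run as an alternative. With 3 livers against 3, an exact two-sided permutation test cannot give a p below 0.1.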

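Fos, the target of the shRNA (ENSMUSG00000021250, chromosome 12 of GRCm38, 85473890 to 85477273), was weakly expressed in these fed livers. After TMM normalization it had 1.96 ± 0.832 CPM (counts scaled to library size; SD, n = 3) in Adv-Control livers and 0.412 ± 0.268 (SD, n = 3) in Adv-shRNA-Fos livers. These values rest on 30, 62 and 34 counts against 12, 10 and 2. Each Adv-shRNA-Fos liver lay below each Adv-Control liver (exact permutation test, p = 0.1, the smallest possible). The log2 fold change was -2.22 (standard error 0.62), and it did not pass the adjusted threshold over all genes (adjusted p = 0.478, edgeR's quasi-likelihood test). Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) had 6.17 ± 1.20 CPM (SD, n = 3) in Adv-Control livers and 8.71 ± 1.53 (SD, n = 3) in Adv-shRNA-Fos livers. Its log2 fold change was 0.50 (standard error 0.23, adjusted p = 0.748 from edgeR's quasi-likelihood test), and the groups overlapped. The difference in Pparg mRNA did not stand out from the spread between mice (exact permutation test, two-sided, p = 0.2). With each liver left out in turn, it stayed between 0.35 and 0.66. The counts are per gene and do not separate the transcript isoforms of Pparg.

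**Figure D1:**
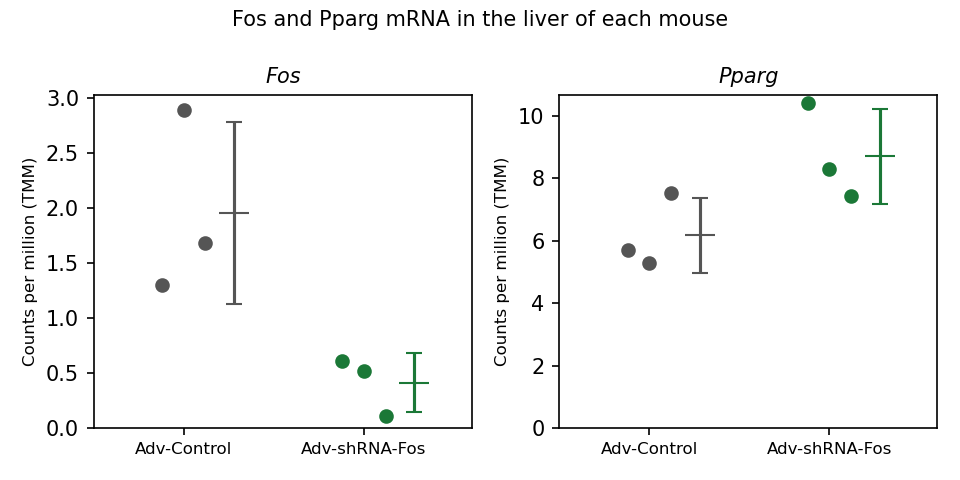
Fos (left) and Pparg (right) mRNA in CPM after TMM normalization, with a point for each mouse and the mean ± SD of each group of 3 mice beside the points. The Fos points of the groups do not overlap, and for Pparg the highest Adv-Control liver (7.53) lies above the lowest Adv-shRNA-Fos liver (7.43).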

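In the livers of Adv-shRNA-Fos and Adv-Control mice, 6 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 3 higher and 3 lower with Fos silenced. The count depended on the test: DESeq2 called 29 of the same genes, and edgeR without a low-count filter, which moved it most, called 74 of 20466. All 6 were also called by DESeq2. Sik1, which encodes salt-inducible kinase 1 (ENSMUSG00000024042, chromosome 17 of GRCm38, 31844250 to 31855804), fell from 35.3 ± 5.46 CPM (SD, n = 3) in Adv-Control to 8.87 ± 2.43 (SD, n = 3) in Adv-shRNA-Fos livers. Its log2 fold change was -1.99 (standard error 0.19, adjusted p = 9.64e-05, edgeR). Depp1 (ENSMUSG00000048489, chromosome 6, 116650609 to 116652794) rose from 30.7 ± 8.53 (SD, n = 3) to 96.4 ± 8.18 CPM (SD, n = 3), a log2 fold change of 1.65 (standard error 0.16, adjusted p = 0.00153 from edgeR's test). For both genes the groups did not overlap, and both stayed past the threshold whichever liver was left out, with log2 fold changes from -2.17 to -1.79 for Sik1 and from 1.51 to 1.90 for Depp1. The other 4 genes called were Neat1 (log2 fold change 1.13), Saa3 (1.48), Tob1 (-0.70) and Nr4a1 (-2.58). Each of these lost its call in at least 1 of the fits that left out a liver. The adjusted p from edgeR's test rose to 0.0612 for Neat1 without Adv-shRNA-Fos replicate 2, to 0.0784 for Nr4a1 without Adv-Control replicate 1, to 0.115 for Tob1 without Adv-Control replicate 1 and to 0.211 for Saa3 without Adv-shRNA-Fos replicate 2. Saa3 belongs to a family of related genes among which the counting could have split reads. All 6 genes are labelled in Fig. 3D. The other 10 labels of that panel had log2 fold changes in the direction drawn there. Their Adv-shRNA-Fos livers lay outside the range of the Adv-Control livers. However, edgeR gave them adjusted p values above the threshold, such as 0.0572 for Rgs16, 0.127 for Dusp1 and 0.25 for Cish. DESeq2 called all 16 labels, with adjusted p values from its Wald test of 3.91e-08 for Rgs16, 1.64e-15 for Dusp1 and 0.00937 for Cish. Exons of Cish overlap the antisense gene Gm17040, whose total was 20.6% of that of Cish. The 18 MAPK-related genes of Fig. 3E all had lower means in Adv-shRNA-Fos livers, with the lowest log2 fold change in Fos, the highest, -0.19, in Map3k5 and a median of -0.33. None passed an adjusted p of 0.05 in edgeR, and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 3 passed, which is not independent evidence, since the list is the one the study displays as altered in these livers. In 5 of the 18 the groups did not overlap, where chance gives 10% of genes. Leaving out Adv-Control replicate 3 brought Mapk8ip1 to a log2 fold change of 4e-04. Exons of Mapk8ip1, Map3k13 and Elk4 overlap other genes whose totals were from 34.2% (Elk4) to 63.2% (Mapk8ip1) of theirs, which makes their counts uncertain.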

Genes such as the cell cycle regulator *Sik1* and the autophagy regulator *Depp1* exhibited significant alterations in Adv‐shRNA‐Fos livers compared to Adv‐Control, while MAPK signaling tended to be reduced (Figure 3D,E). 

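Genes ranked by their DESeq2 Wald statistic were tested with fgsea on 19 gene lists, each given a normalized enrichment score. Those for the ribosome, the respiratory chain, MAPK signaling and Wnt signaling stand in for the KEGG pathways, whose gene lists were not used here. The 78 ribosomal protein genes scored 3.42 (adjusted p = 7.29e-31 from fgsea), with 77 of them higher in Adv-shRNA-Fos livers and a median log2 fold change of 0.24. The 80 nuclear genes of the respiratory chain scored 3.23 (adjusted p = 1.03e-23 from fgsea), with a median log2 fold change of 0.18 and 76 genes higher. The 13 respiratory chain genes of the mitochondrial genome scored 0.99 (adjusted p = 0.524 from fgsea). The 168 MAPK signaling genes scored -1.89 (adjusted p = 6.84e-06 from fgsea), with a median log2 fold change of -0.05 and 105 genes lower. The 99 Wnt signaling genes scored -2.02 (adjusted p = 1.29e-05 from fgsea), with a median of -0.07 and 69 genes lower. A narrower list of 38 MAPK cascade kinases scored -1.61 (adjusted p = 0.022 from fgsea). These p values treat genes as independent. With the correlation between genes estimated from the livers, camera gave adjusted p values of 0.353 for the ribosome, 0.408 for the nuclear respiratory chain genes, 0.344 for MAPK signaling and 0.273 for Wnt signaling. With a preset correlation of 0.01 these 4 lists and the MAPK cascade kinases passed in camera. In fry none of the 5 passed, and of all 19 lists only the cAMP and CREB targets did (adjusted p = 0.0157 from fry). They did not without the genes labelled in Fig. 3D or Fig. 3E, a test chosen after results were seen (adjusted p = 0.949 from fry). Averaged per liver, the ribosomal genes of Adv-shRNA-Fos replicates 1 and 2 lay 0.27 and 0.17 log2 units above the mean over the 6 livers. Replicate 3, at -0.09, lay within the Adv-Control range of -0.16 to -0.07. The liver averages overlapped in the same way for the nuclear respiratory chain genes (exact permutation test, two-sided, p = 0.2) and for MAPK signaling (p = 0.2, same exact test). For Wnt signaling they did not overlap (exact permutation test, p = 0.1, the smallest possible). The liver averages of the MAPK cascade kinases overlapped, with a difference of -0.04 log2 units between the groups (exact permutation test, two-sided, p = 0.6).

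**Figure D2:**
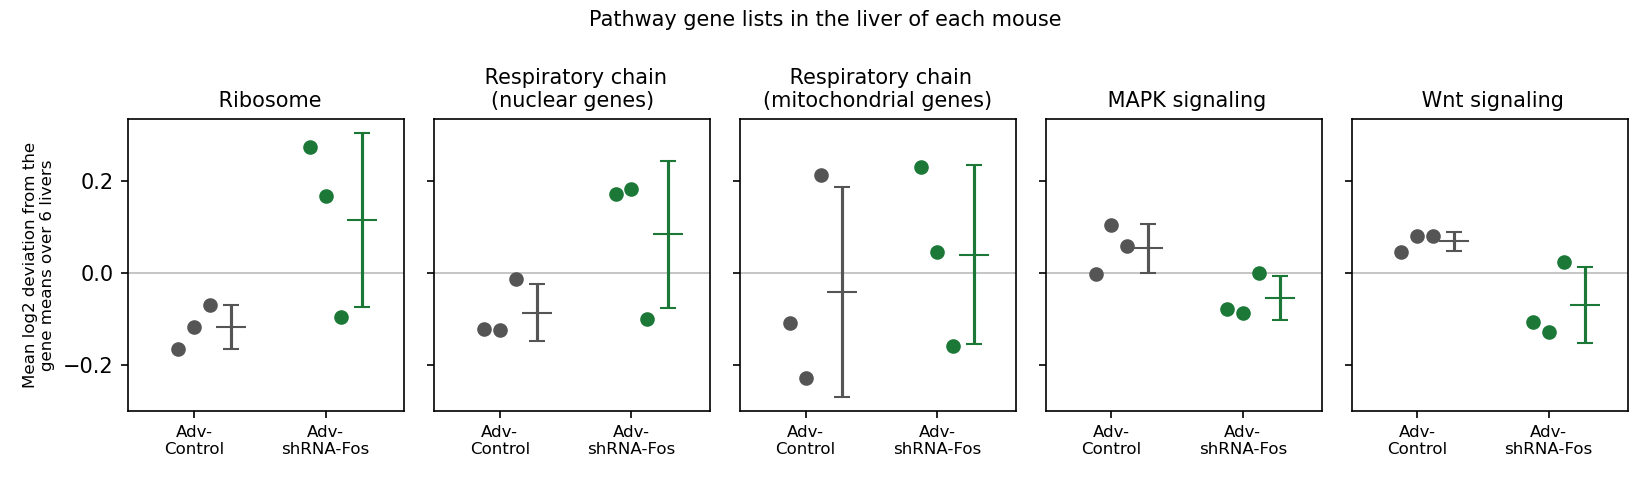
Mean log2 deviation of the genes of each list from the gene means over the 6 livers, with a point for each mouse and the mean ± SD of each group of 3 mice beside the points. Adv-shRNA-Fos replicate 3, the rightmost point of its group, is the only point of its group within the Adv-Control range for the ribosome (-0.09).

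The change also followed gene length. Across genes, the log2 fold change and the exon length of a gene had a Spearman correlation of -0.24 (genes are not independent replicates). The 1280 shortest genes, with a median length of 894 bases, had a median log2 fold change of 0.15, and the 1279 longest, at 12248 bases, had -0.07. The ribosomal genes were short (median 1806 bases) and the Wnt genes long (median 6220 bases). With a length correction in each library, the scores became 3.13 for the ribosome, 2.49 for the nuclear respiratory chain, -1.65 for MAPK signaling and -1.76 for Wnt signaling, all still past an adjusted p of 0.05 in fgsea. The MAPK cascade kinases, at -1.34, no longer passed (adjusted p = 0.129 from fgsea). The mitochondrial genes reversed, to -1.50 (adjusted p = 0.0971 from fgsea). The paper, which applied the same ranking to KEGG pathways, reads a positive score as activation of a pathway and a negative score as its suppression (Fig. 3F).

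**Figure D3:**
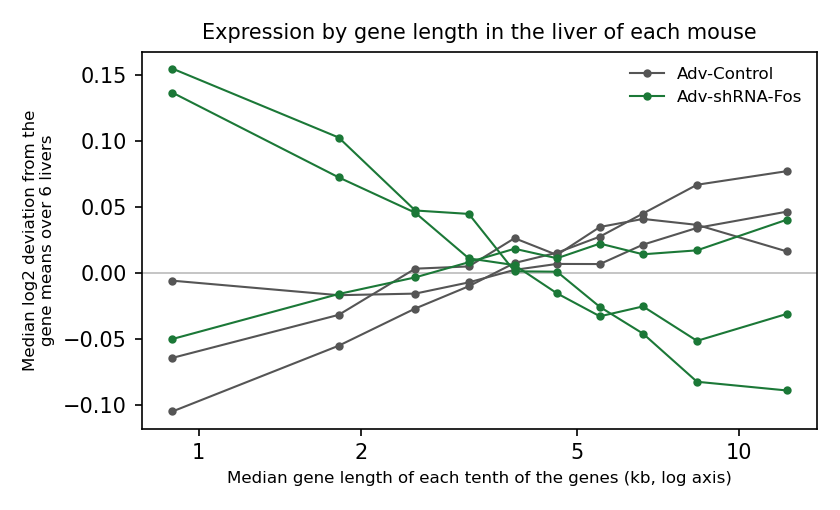
Median log2 deviation of a library from the gene means over the 6 livers (vertical axis) for 10 groups of genes sorted by exon length (horizontal axis, kb, log scale), with a line for each mouse. Among the shortest genes, Adv-shRNA-Fos replicates 1 and 2 lie at 0.14 and 0.15 and replicate 3 at -0.05, among the Adv-Control livers.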

Gene Set Enrichment Analysis (GSEA)^[^ ^24^, ^25^ ^]^ of Kyoto Encyclopaedia of Genes and Genomes (KEGG) in Adv‐shRNA‐Fos/Adv‐Control revealed several enriched pathways, including suppressed MAPK and Wnt signaling, as well as activated mitochondrial complex UCP1 in thermogenesis and oxidative phosphorylation pathways (Figure 3F). GDF15 is a PPARγ target linked to appetite and weight control in ketogenic diets.^[^ ^26^ ^]^ No significant changes were noted in *Gdf15* expression after c‐Fos knockdown (data not shown), consistent with the lack of change in body weights. This result suggests a context‐ and stage‐dependent regulation of GDF15 by PPARγ.

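In the sequenced livers, Gdf15 (ENSMUSG00000038508, chromosome 8 of GRCm38, 70629393 to 70632456) had 1.87 ± 0.846 CPM (SD, n = 3) in Adv-Control mice and 2.74 ± 2.61 (SD, n = 3) in Adv-shRNA-Fos mice. The counts were 55, 50 and 18 against 11, 108 and 38. Its log2 fold change of 0.55 was smaller than its standard error of 0.75 (adjusted p = 0.924, edgeR's quasi-likelihood test). Without Adv-shRNA-Fos replicate 2 it was -0.54, so the direction rested on a single liver. A change in Gdf15 was not detectable at this depth and spread.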

**Figure 3:**
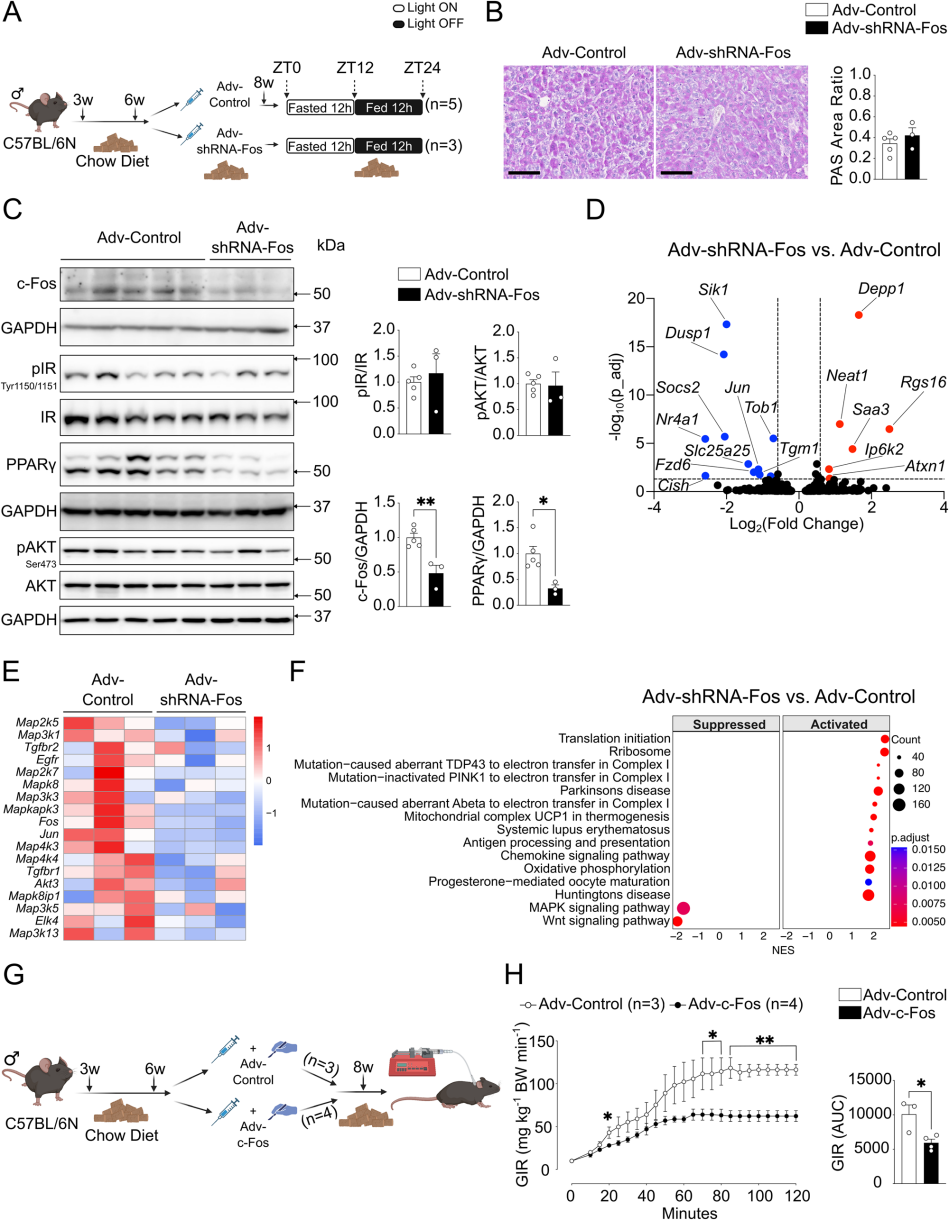
Hepatic c‐Fos silencing suppresses PPARγ, and c‐Fos overexpression induces insulin resistance in chow diet‐fed mice. A) Methodological approach schematic illustrating the fed experimental protocol. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/gqkh5kr. B) Histological analyses using PAS staining demonstrate glycogen accumulation in Adv‐Control (*n* = 5 mice) and Adv‐shRNA‐Fos (*n* = 3 mice) injected mouse livers. Scale bar, 100 µm. C) Immunoblot analysis of Adv‐Control (*n* = 5 mice) and Adv‐shRNA‐Fos (*n* = 3 mice) mouse livers showing pIR, pAKT, c‐Fos, and PPARγ protein expressions. D) RNA‐Seq volcano plot displaying the quantification of transcripts between Adv‐Control (*n* = 3 mice) and Adv‐shRNA‐Fos (*n* = 3 mice) mouse livers. E) RNA‐Seq heatmap displaying alterations in MAPK pathway‐related genes (*n* = 3 mice per group). F) RNA‐Seq KEGG pathway enrichment analysis comparing Adv‐shRNA‐Fos versus Adv‐Control mouse livers (*n* = 3 mice per group). G) Methodological approach schematic illustrating the hyperinsulinemic‐euglycemic clamp experimental protocol. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/ov529kh. H) Glucose infusion rate (GIR) and area under the curve (AUC) between Adv‐Control (*n* = 3 mice) and Adv‐c‐Fos (*n* = 4 mice) as indicated. In B, C, H), results are shown as mean ± SEM. Statistical analyses using two‐tailed unpaired Student's *t*‐test B, C, H). Differential expression analysis using DESeq2 and pathway enrichment analysis using fGSEA with Benjamini‐Hochberg FDR correction D, F). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01.

Next, we ectopically expressed c‐Fos in the liver of chow diet‐fed 6‐week‐old C57BL/6N catheterized mice (Adv‐c‐Fos) for 2 weeks. Mice were subsequently subjected to hyperinsulinemic‐euglycemic clamps to assess insulin sensitivity (Figure 3G). Circulating insulin levels were experimentally increased during the clamp based on body weight (Figure S3D,E, Supporting Information). Decreased insulin sensitivity was observed in Adv‐c‐Fos mice, indicated by a lower glucose infusion rate and a lower glucose area under the curve during clamped euglycemia compared to controls (Adv‐Control) (Figure 3H). Collectively, these data demonstrate that, during feeding, c‐Fos is a key regulator of hepatic PPARγ in the liver and that c‐Fos promotes insulin resistance in chow diet‐fed mice.

### 2.3 Hepatic p38 MAPK and ERK Activation Enhance Feeding‐Induced c‐Fos Expression in Obese Mice

Whether the induction of c‐Fos by feeding in healthy, insulin‐sensitive mice, on a chow diet, is recapitulated in obese mice with steatosis and insulin resistance is not known. Thus, we subjected 8‐week‐old C57BL/6N mice to a high‐fat, high‐fructose, and high‐cholesterol diet (HFHFHCD). After 12 weeks on HFHFHCD, obese mice were randomly assigned to fasted and fed groups, following a protocol similar to the one used for chow‐fed mice (**Figure** **4**A). Obese mice in the fed group exhibited increased body weight, liver weight, liver‐to‐body weight ratio, liver lean mass, liver total water content, glycemia, and serum insulin levels (Figure 4B). In contrast to lean mice, obese mice showed a significant increase in liver fat mass in the fed compared with the fasted condition (Figure 4B). Representative liver H&E and PAS staining revealed larger hepatocytes and increased glycogen accumulation in the fed group (Figure S4A, Supporting Information; Figure 4C). No differences in pAKT levels at Ser473 were observed between fed and fasted groups, confirming insulin resistance in obese mice (Figure 4D). The fed group had elevated levels of pIR, pERK, c‐Fos, PPARγ, and PLIN2, along with significant activation of the stress‐related p38 MAPK. These observations indicate that c‐Fos is induced by HFHFHCD feeding in obese mice and suggest that p38 activation may contribute, together with ERK, to increased c‐Fos expression in this setting. While no differences were observed between fasted and fed groups in *Pparγ2* and *Cpt1α* transcripts, *Pparα and Pparγ1* were downregulated while *Acly*, *Acaca*, and *Fasn* were significantly upregulated in the fed group (Figure 4E). We observed increased PPARγ protein expression but not mRNA levels in the fed state, likely due to the transient timing of transcriptional expression. While post‐translational regulation of PPARγ protein stability cannot be completely excluded, the published evidence^[^ ^16^ ^]^ supports transcriptional regulation as the primary mechanism linking c‐Fos activity to PPARγ expression. We next compared hepatic p38 levels in mice fed with HFHFHCD for 24 weeks with mice on a chow diet (Figure S4B, Supporting Information). Immunoblot analysis showed a significant p38 activation, along with elevated c‐Fos and PPARγ expression in the HFHFHCD‐fed mouse livers, while ERK and AKT activation were unaffected (**Figure** **5**A). Next, isolated mHep were treated with free fatty acids, including palmitic and oleic acid, for 24 h to assess the specific effects of HFHFHCD components. RT‐PCR analysis revealed that palmitic but not oleic acid induced *Fos* mRNA expression (Figure S4C, Supporting Information). p38 MAPK inhibitor prevented palmitic acid‐induced c‐Fos protein expression in mHep (Figure 5B), and this was confirmed by immunofluorescence (Figure 5C). Palmitic acid treatment of mHep pre‐infected with adenovirus‐mediated c‐Fos overexpression led to more lipid droplet accumulation and higher PPARγ expression when compared to mHep with Adv‐Control, and a reduced trend of lipid droplet accumulation and lower PPARγ expression was observed in the Adv‐shRNA‐Fos compared to Adv‐Control (Figure 5D–F). Interestingly, c‐Fos expression was also induced by fructose but not by cholesterol, indicating that not all components of HFHFHCD increase c‐Fos expression in primary mHep (Figure S4D, Supporting Information). However, fructose‐induced c‐Fos could not be suppressed by the p38 inhibitor, suggesting independent mechanisms. Together, these results indicate that saturated free fatty acids and fructose stimulate hepatic c‐Fos expression in the obese mouse liver, at least in part through p38 activation.

**Figure 4:**
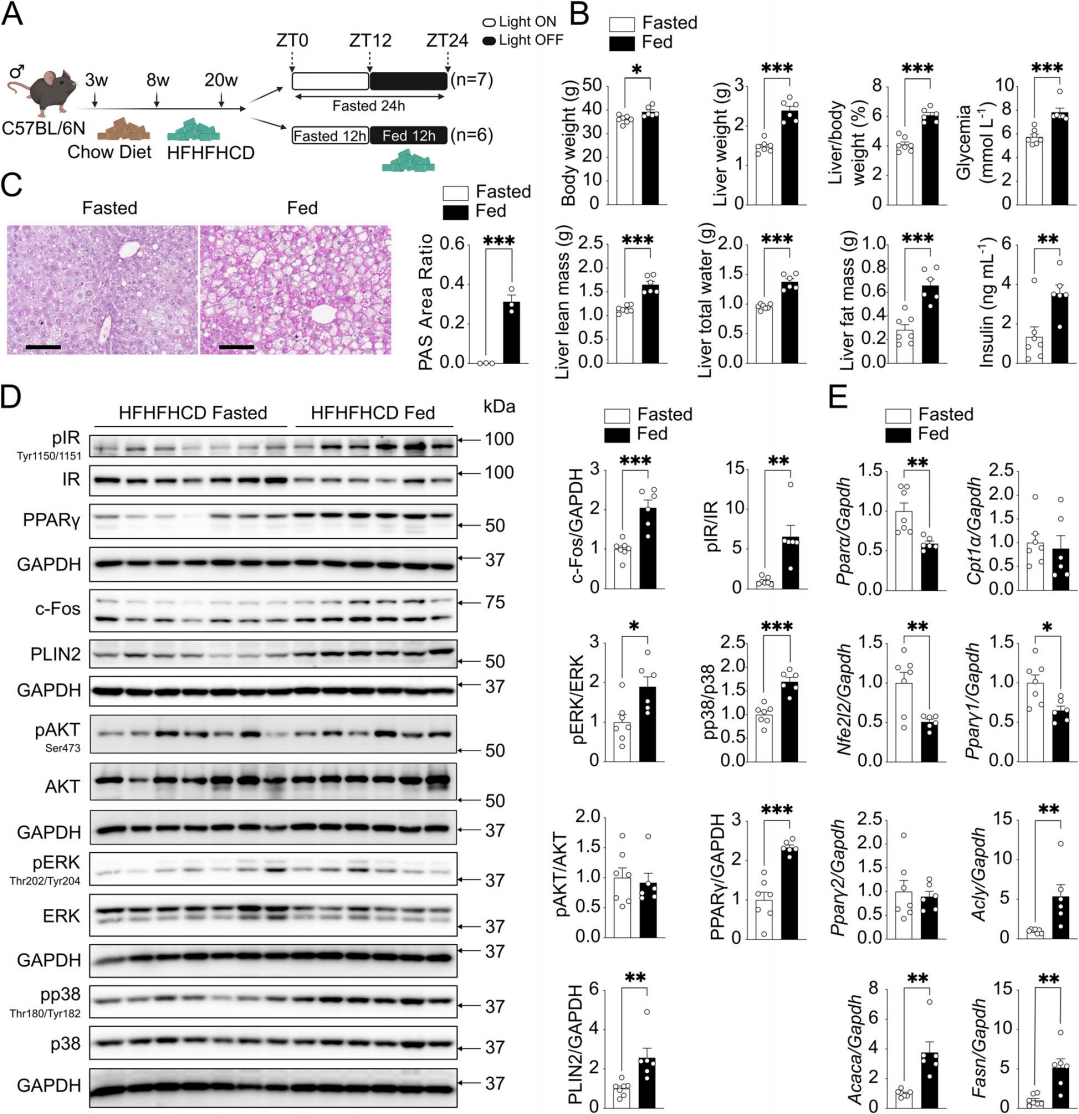
Hepatic c‐Fos expression is enhanced during feeding in HFHFHCD‐fed mice. A) Methodological approach schematic illustrating the fasted‐fed experimental protocol in obese mice fed with 12 weeks of HFHFHCD. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/j8lyt0y. B) Metabolic differences between fasted (*n* = 7 mice) and fed (*n* = 6 mice) groups as indicated. C) Histological analyses using PAS staining demonstrate glycogen accumulation in mouse livers (*n* = 3 mice per group). Scale bar, 100 µm. D) Immunoblot analysis of fasted (*n* = 7 mice) and fed (*n* = 6 mice) mouse liver tissues showing pIR, pAKT, pERK, pp38 MAPK, c‐Fos, and lipogenesis markers (PPARγ and PLIN2) protein expressions. E) RT‐PCR analysis shows β‐oxidation‐related genes (*Pparα*, *Cpt1α*, *Nfe2l2*) and lipogenesis‐related genes (*Pparγ*, *Acly*, *Acaca*, *Fasn*) in fasted (*n* = 7 mice) / fed (*n* = 6 mice) mouse livers. In B‐E), results are shown as mean ± SEM. Statistical analyses using two‐tailed unpaired Student's *t*‐test B‐E). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

**Figure 5:**
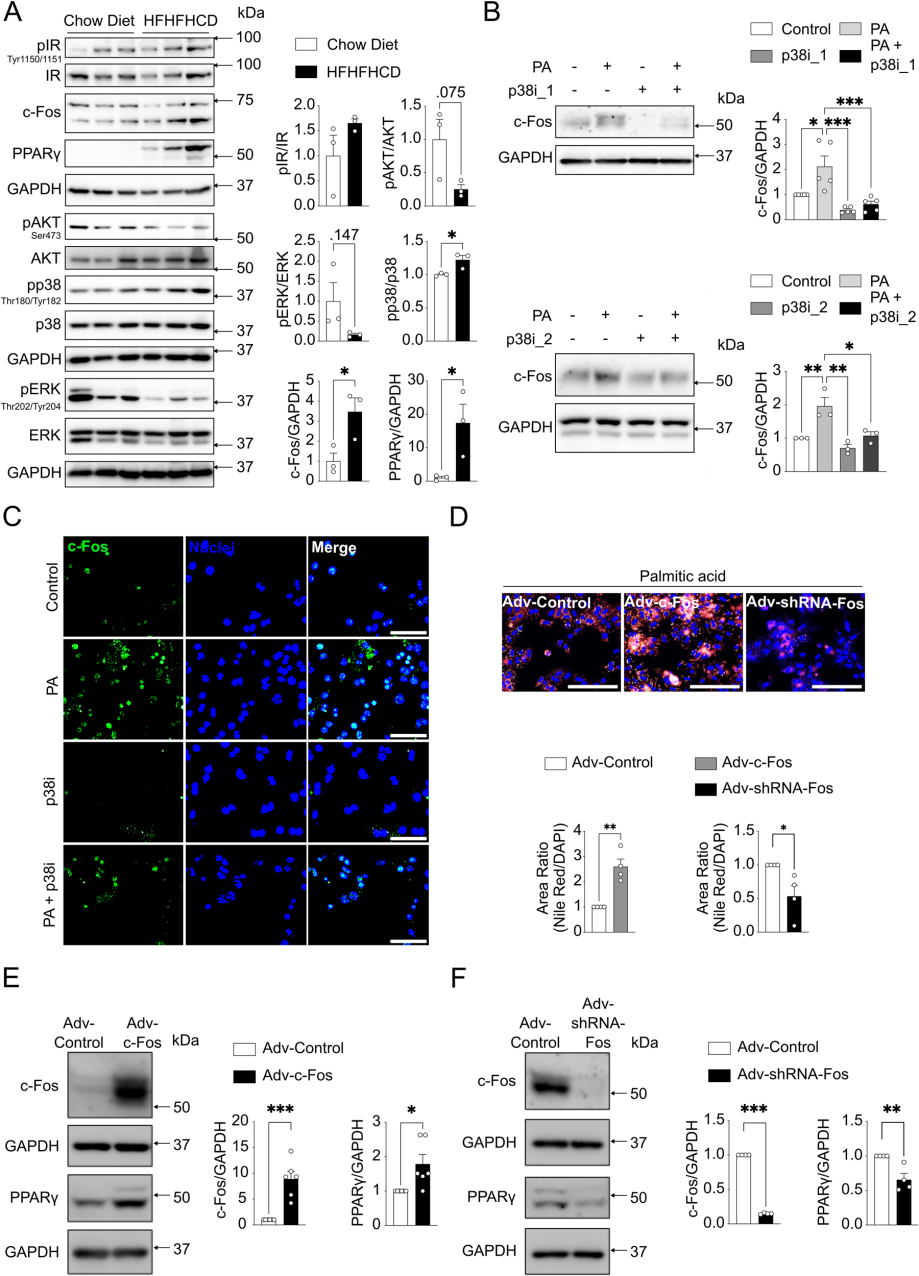
p38 MAPK activation enhances hepatic c‐Fos expression in obese mice. A) Immunoblot analysis of chow diet (*n* = 3 mice) and HFHFHCD (*n* = 3 mice) fed mouse livers showing pIR, pAKT, pERK, pp38 MAPK, c‐Fos, and PPARγ protein expressions. B) Immunoblot analysis of primary mouse hepatocytes (mHep) being treated with palmitic acid (PA, 0.4 mm) and p38 MAPK inhibitor 1 (Adezmapimod, p38i_1, 150 nM, *n* = 5 biological replicates, top) or p38 MAPK inhibitor 2 (Ergothioneine, p38i_2, 250 µm, *n* = 3 biological replicates, bottom) for 4 h, revealing c‐Fos protein expression. C) Immunofluorescence staining demonstrates c‐Fos protein expression in primary mHep with PA (0.4 mm) and p38i_2 (250 µm) treatment after 4 h. Scale bar, 100 µm. D) Nile Red and DAPI staining demonstrate lipid accumulation in primary mHep (*n* = 4 biological replicates) with adenovirus‐mediated control, c‐Fos overexpression (Adv‐c‐Fos, 50 MOI), and silencing (Adv‐shRNA‐Fos, 50 MOI) with 24 h PA (0.1 mm) treatment. Scale bar, 200 µm. E, F) Immunoblot analysis of primary mHep showing c‐Fos and PPARγ protein expression after Adv‐Control, Adv‐c‐Fos (50 MOI, *n* = 6 biological replicates), and Adv‐shRNA‐Fos (50 MOI, *n* = 4 biological replicates) with 24 h PA (0.1 mm) treatment. In A, B, D, E, F), results are shown as mean ± SEM. Statistical analyses using two‐tailed unpaired Student's *t*‐test A, D, E, F) or one‐way ANOVA B). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

### 2.4 c‐Fos Overexpression in Hepatocytes Contributes to MASLD by Modulating Insulin and Stress Signaling Pathways

We next analyzed bulk RNA sequencing datasets generated using a mouse model, where c‐Fos was ectopically expressed in hepatocytes.^[^ ^15^ ^]^ c‐Fos overexpression (*Fos* ^Hep^) was induced on a chow diet at three weeks of age, and the livers were harvested for RNA sequencing analyses 2 and 4 months) later (**Figure** **6**A). In these mice that have a median survival of 5 months, focal liver damage is observed at the 2 months time point, whereas liver dysfunction is molecularly and histologically apparent at 4 months.^[^ ^15^ ^]^ While c‐Fos overexpression in hepatocytes alone does not fully model robust MASLD pathology, transcriptomic analysis from these mice reveals important molecular signatures—including altered PPAR signaling and fatty acid metabolism—that are relevant to steatotic liver disease.^[^ ^15^ ^]^ Importantly, our current study integrates these transcriptomic insights with data from diet‐induced obesity models, in which persistent c‐Fos activation exacerbates MASLD features such as lipid accumulation, insulin resistance, and liver dysfunction. This combination of genetic and metabolic stressors provides a pathophysiologic context on the possible role of c‐Fos in obesity.

**Figure 6:**
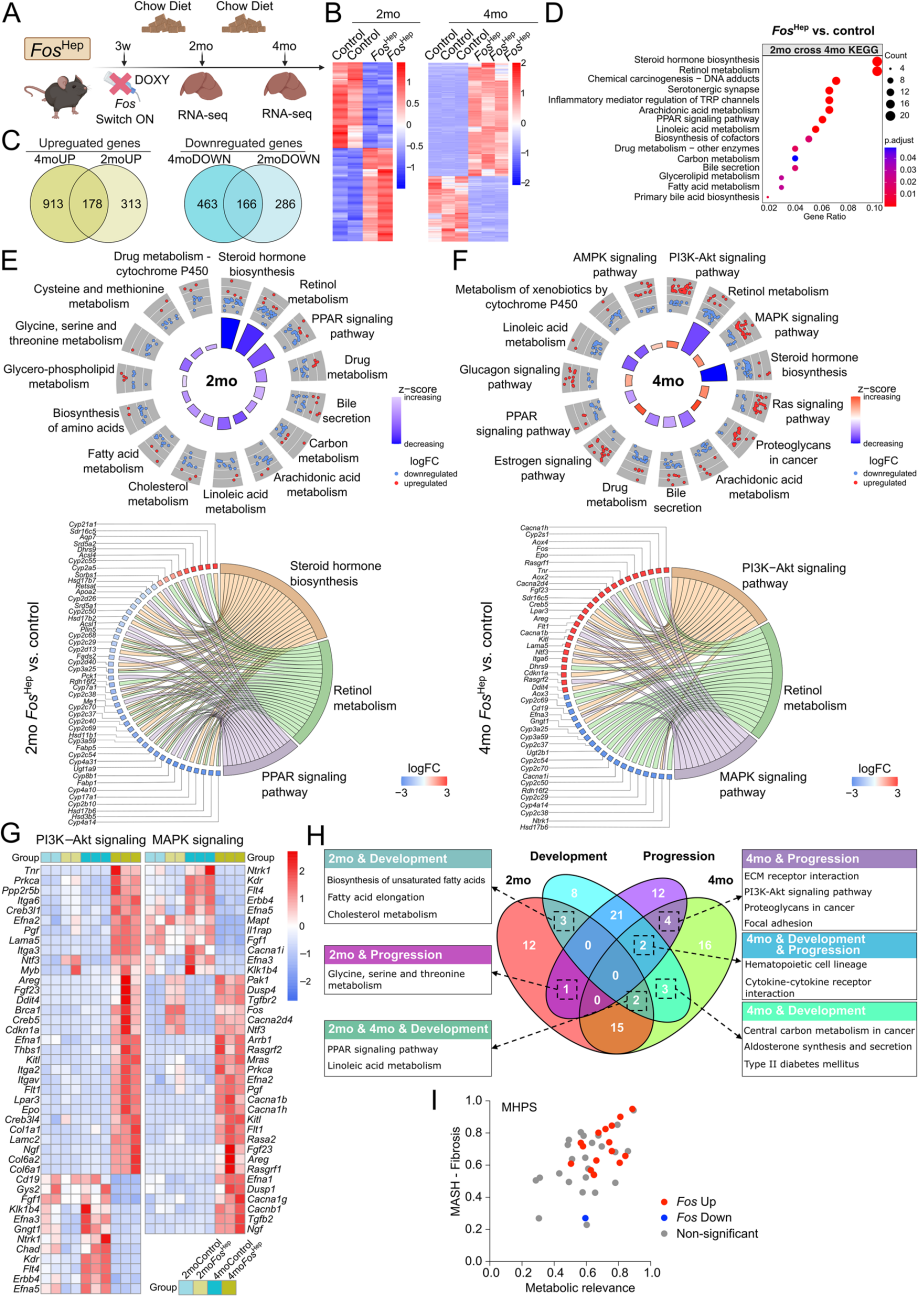
c‐Fos overexpression in hepatocytes contributes to MASLD by modulating insulin and stress signaling pathways. A) Hepatocyte‐specific *Fos* (*Fos* ^Hep^) doxycycline (DOXY)‐inducible mice were subjected to RNA‐Seq (GSE81079) after 2 months (*n* = 2 mice per group) and 4 months (*n* = 3 mice per group) fed with a chow diet. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/temawxv. B) RNA‐Seq heatmaps showing significantly altered genes between control and *Fos* ^Hep^ mice at 2 months (left, *n* = 2 mice per group) and 4 months (right, *n* = 3 mice per group). C) RNA‐Seq Venn diagrams showing the cross‐up‐ (left) and down‐regulated (right) genes between 2 months (*n* = 2 mice per group) and 4 months (*n* = 3 mice per group). D) RNA‐Seq KEGG pathway enrichment analysis using the 2 months (*n* = 2 mice per group) and 4 months (*n* = 3 mice per group) cross‐up‐ and down‐regulated genes from C) as indicated above. E, F) RNA‐Seq circle plots showing the KEGG metabolism‐related pathways in 2 months E) (top, *n* = 2 mice per group) and 4 months F) (top, *n* = 3 mice per group), comparing *Fos* ^Hep^ versus control, respectively. RNA‐Seq chord plots showing top variable genes corresponding to the pathways in 2 months E) (bottom, *n* = 2 mice per group) and 4 months F) (bottom, *n* = 3 mice per group). Genes are ranked by fold change. G) RNA‐Seq heatmap indicating gene alterations in PI3K‐Akt and MAPK signaling pathways between control (2moControl, *n* = 2 mice, 4moControl, *n* = 3 mice) and *Fos* ^Hep^ (2mo*Fos* ^Hep^, *n* = 2 mice, 4mo*Fos* ^Hep^, *n* = 3 mice). H) RNA‐Seq Venn diagram indicating the cross‐pathways among *Fos* ^Hep^/control (2 and 4 months, respectively) and pathways associated with the development and progression stages of MASLD extracted from (PMCID: PMC11199145). I) MHPS (MASLD human proximity score) graph showing the proximity between hepatic c‐Fos upregulation in several rodent models and human MASLD/MASH. Data was extracted from PMCID: PMC11199145. Differential expression analysis using DESeq2 and pathway enrichment analysis using clusterProfiler with Benjamini‐Hochberg B, D, E, F). Z‐SCORE quantification using GOplot E, F).

Principal Component Analysis (PCA) (Figure S5A, Supporting Information) and heatmaps (Figure 6B) showed significant transcriptional variations between the 2 and 4 months *Fos* ^Hep^ groups compared to their respective controls. A total of 178 upregulated and 166 downregulated mapped genes were shared between the 2 and 4 months groups (Figure 6C). Over Representation Analysis (ORA) of the KEGG revealed commonly altered pathways in 2 and 4 months *Fos* ^Hep^ livers, including PPAR signaling, bile secretion, fatty acid metabolism, and primary bile acid biosynthesis (Figure 6D). Within the PPAR signaling pathway, fold changes in β‐oxidation‐related *Ppara* and *Ppard*, as well as lipogenesis‐related *Pparg* were observed (Figure S5B, Supporting Information). ORA with z‐score^[^ ^27^ ^]^ and GSEA were next applied to evaluate KEGG pathways in the 2 and 4 months groups separately (Figure 6E,F; Figure S5C,D, Supporting Information). Pathways such as steroid hormone biosynthesis, retinol metabolism, PPAR signaling, and bile secretion were downregulated in both *Fos* ^Hep^ groups (Figure 6E, F). Genes of the MAPK signaling pathway were upregulated in both *Fos* ^Hep^ groups, with more pronounced changes observed at 4 months, as identified by both GSEA and ORA with z‐score (Figure 6F; Figure S5C,D, Supporting Information). Additionally, ectopic c‐Fos expression was associated with upregulation of genes in PI3K‐Akt signaling, Ras signaling, proteoglycans in cancer, estrogen signaling, and glucagon signaling (Figure 6F). PI3K‐Akt and MAPK pathways enrichment in *Fos* ^Hep^ livers were highlighted with increased expression of the respective target gene (Figure 6G). Given the wide range of pathways altered by c‐Fos, we compared the 2 and 4 months ORA results with pathways implicated in the development and progression stages of MASLD.^[^ ^18^ ^]^ Overlapping pathways, such as PPAR and PI3K‐Akt signaling, associated with development and progression stages of MASLD and *Fos* ^Hep^ are indicated in Venn diagram (Figure 6H). Additionally, a strong association between hepatic c‐Fos upregulation and liver dysfunction in MASLD/MASH is apparent when mining metabolic relevance and MASH‐Fibrosis scores, replotted from^[^ ^18^ ^]^ (Figure 6I).

Overall, these results suggest that increased hepatic c‐Fos expression promotes MASLD through multiple signaling pathways in the liver, including insulin‐associated PI3K‐Akt and stress‐associated MAPK signaling.

### 2.5 c‐Fos Contributes to Dedifferentiation and Proliferation in HCC Cells

Hepatocyte metabolic reprogramming and inflammation driven by c‐Fos have been linked to liver disease and to the initial steps of HCC in mouse models.^[^ ^15^ ^]^ To examine c‐Fos expression in established HCC, we administered diethyl nitrosamine (DEN) to 2‐week‐old male mice, which were subsequently fed a 37‐week chow diet (Figure S6A, Supporting Information) or a 25‐week HFHFHCD (Figure S6C, Supporting Information), respectively. Hepatic c‐Fos expression positively correlated with insulin receptor phosphorylation in both chow and HFHFHCD‐fed models, and with AKT phosphorylation only in chow‐diet‐fed mice (Figure S6B,D, Supporting Information).

During neoplastic transformation to HCC, hepatocytes dedifferentiate and acquire a proliferative phenotype resembling progenitor stem cells. Previous studies demonstrated that c‐Fos gene inactivation facilitates hepatocyte differentiation in both mouse and human liver organoids.^[^ ^28^ ^]^ In a human hepatocyte‐like cell (HLC) differentiation model (**Figure** **7**A), we observed a progressive decrease in c‐Fos expression, while albumin levels significantly increased at the hepatocyte maturation stage (Figure 7B), consistent with previous reports identifying c‐Fos as a suppressor of hepatocyte differentiation.^[^ ^15^, ^28^ ^]^

**Figure 7:**
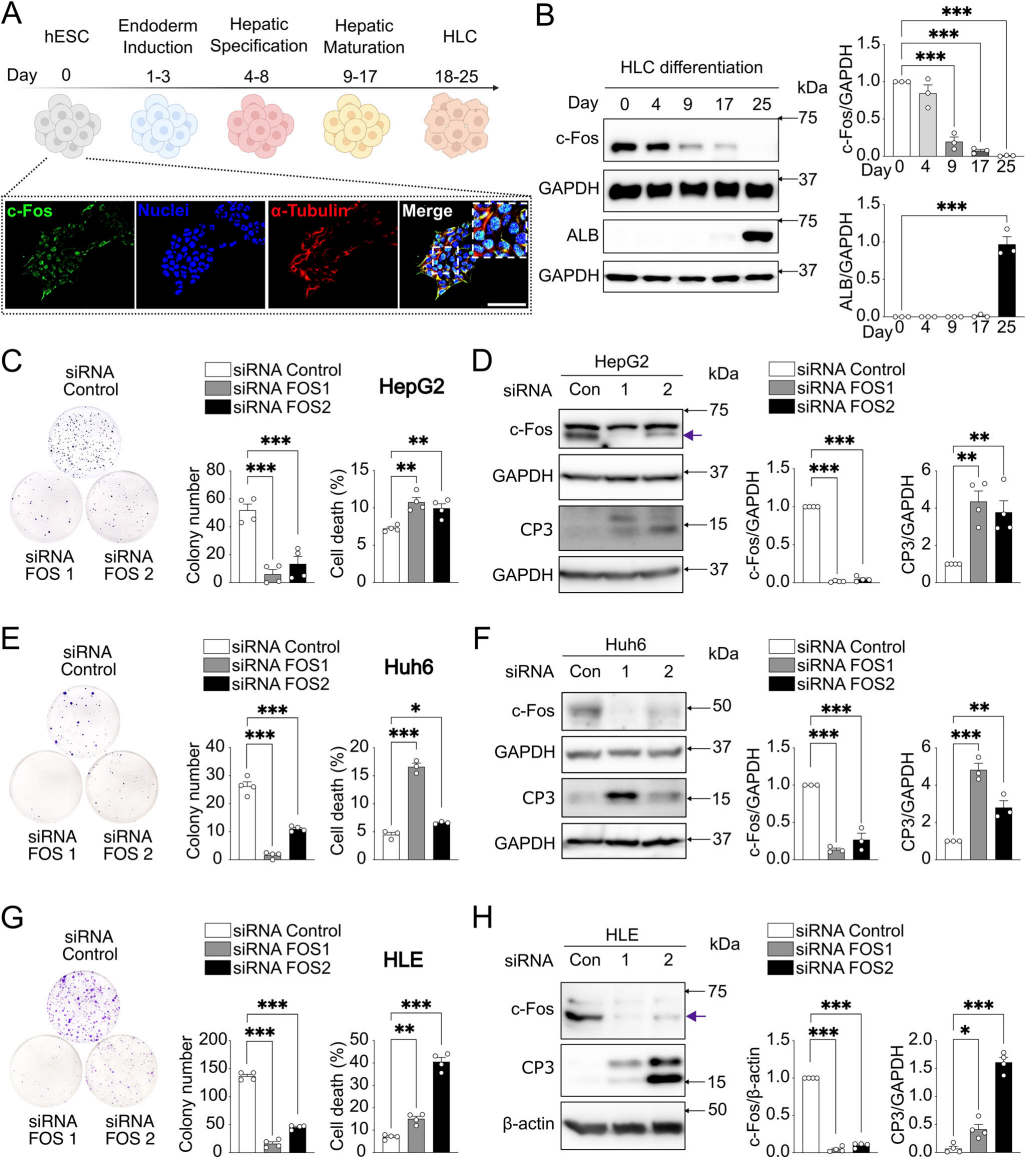
c‐Fos expression reduces susceptibility of HCC cells to apoptosis. A) Methodological approach schematic illustrating hepatocyte‐like cells (HLC) differentiated from H1 human embryonic stem cells (hESC). Immunofluorescence showing c‐Fos nuclear expression in stem cells. Scale bar, 100 µm. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/4f5d1qg. B) Immunoblot analysis of HLC differentiation (*n* = 3 biological replicates) showing c‐Fos and hepatocyte marker ALB protein expression. C, E, G) Colony formation capacity (left) and cell death (right) of HepG2 C) (*n* = 4 biological replicates for both assays), Huh6 E) (*n* = 4 biological replicates for colony formation assay, n = 3 biological replicates for cell death assay), and HLE G) (*n* = 4 biological replicates for both assays) after siRNA‐mediated c‐Fos knockdown as indicated. D, F, H) Immunoblot analysis of HepG2 D) (*n* = 4 biological replicates), Huh6 F) (*n* = 3 biological replicates), and HLE H) (*n* = 4 biological replicates) showing c‐Fos and cleaved caspase 3 (CP3) protein expression after siRNA‐mediated c‐Fos knockdown. Arrow in D, H) indicating c‐Fos. In B‐H), results are shown as mean ± SEM. Statistical analyses using one‐way ANOVA B‐H). Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

c‐Fos is expressed across different human HCC cell lines (Figure S7A, Supporting Information). c‐Fos siRNA silencing significantly reduced colony formation in all three cell lines tested, HepG2, Huh6, and HLE (Figure 7C,E,G), accompanied by increased apoptosis, as evidenced by cleaved‐caspase 3 induction (Figure 7D,F,H). c‐Fos has been implicated in promoting tumor invasion associated with JNK/c‐Jun regulation.^[^ ^29^, ^30^, ^31^ ^]^ Colony formation was inhibited at relatively high doses of the JNK inhibitor in HCC cell lines (Figure S7B–D, Supporting Information). These findings suggest that silencing c‐Fos leads to decreased cell proliferation and increased apoptosis in these HCC cell lines, indicating the key role of c‐Fos in survival and proliferation of HCC cells.

### 2.6 c‐Fos Protects HCC Cells from Apoptosis Induced by Lipotoxicity and ER Stress

Saturated free fatty acids induce cell death in hepatocytes,^[^ ^32^ ^]^ but how cancer cells avoid lipotoxicity is unclear. To investigate whether c‐Fos‐mediated signaling counteracts lipotoxicity‐induced apoptosis, we silenced c‐Fos in HepG2 cells, followed by palmitic acid treatment. This combination significantly increased cleaved caspase‐3 (**Figure** **8**A) and cell death rates compared to palmitic acid treatment alone (Figure 8B).

**Figure 8:**
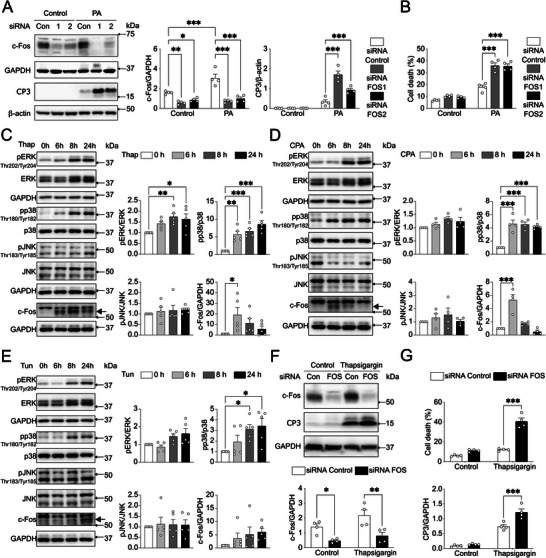
c‐Fos knockdown induces ER stress susceptibility in HCC cells. A, F) Immunoblot analysis of HepG2 cells treated with PA A) (0.5 mm, *n* = 4 biological replicates) or thapsigargin F) (1 µm, *n* = 4 biological replicates) after siRNA‐mediated c‐Fos knockdown, revealing c‐Fos and cleaved caspase 3 (CP3) protein expression. B, G) Cell death analysis of HepG2 cells treated with PA B) (0.5 mm, *n* = 4 biological replicates) or thapsigargin G) (1 µm, *n* = 4 biological replicates) after siRNA‐mediated c‐Fos knockdown. C‐E) Immunoblot analysis of HepG2 cells treated with thapsigargin C) (Thap, *n* = 5 biological replicates, 1 µm), cyclopiazonic acid D) (CPA, *n* = 4 biological replicates, 75 µm), and tunicamycin E) (Tun, *n* = 5 biological replicates, 5 µg mL^−1^), revealing pERK, pJNK, pp38 MAPK, and c‐Fos protein expression. Arrows in C‐E) indicate c‐Fos. In A–G), results are shown as mean ± SEM. Statistical analyses were performed using two‐way A, B, F, G) or one‐way C–E) ANOVA. Statistical significance is indicated as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

Palmitic acid induces hepatic endoplasmic reticulum (ER) stress and disrupts Ca^2^⁺ signaling.^[^ ^32^, ^33^ ^]^ HepG2 cells were treated with inhibitors (Figure S7E, Supporting Information) targeting the Sarco/ER Ca^2^⁺‐ATPase (SERCA) pump, including thapsigargin (Figure 8C) and cyclopiazonic acid (Figure 8D), as well as tunicamycin (Figure 8E), an inhibitor of N‐acetylglucosamine‐1‐phosphate transferase. c‐Fos protein levels were transiently upregulated after 6 h of thapsigargin or cyclopiazonic acid treatment. However, p38 MAPK activation was consistently elevated across all treatments, while ERK activation was only observed with thapsigargin (Figure 8C–E). Importantly, c‐Fos siRNA silencing in HepG2 cells led to a marked increase in cell death after 24 h of thapsigargin treatment (Figure 8F,G). These results suggest that c‐Fos activation protects HCC cells from apoptosis induced by lipotoxicity or SERCA‐mediated ER stress.

To evaluate the impact of c‐Fos deletion in hepatocytes, we analyzed liver RNA‐seq data from a hepatocyte‐specific *Fos* knockout mouse model (*Fos* ^Δli^), previously described by Bakiri et al.^[^ ^15^ ^]^ In this model, Fos is selectively gene‐inactivated in hepatocytes using the *Alfp‐Cre* allele. *Fos* ^Δli^ mice and control (Cre^+^) littermates, which are overall healthy with comparable body and liver weights, were fed a chow diet until 8 weeks‐old, after which they received a single DEN injection. Liver samples were collected 48 h later for RNA sequencing (**Figure** **9**A; Figure S8, Supporting Information). We observed that *Fos* ^Δli^ livers showed a shift toward increased expression of genes involved in oxidative metabolism and decreased expression of genes associated with carcinogenesis (Figure 9B). After performing DESeq2 analysis, GSEA revealed significantly enriched KEGG pathways in *Fos* ^Δli^ livers, including upregulated oxidative phosphorylation and downregulated pathways related to cancer, cytokine‐cytokine receptor interaction, chemokine signaling, calcium signaling, and focal adhesion (Figure 9C). These transcriptomic changes are consistent with the outcome of hepatocyte‐specific c‐Fos deletion in carcinogenesis, functionally demonstrated in Bakiri et al. by injecting *Fos* ^Δli^ mice with DEN at 2 weeks of age and observing greatly diminished liver cancer nodules 9 months later.^[^ ^15^ ^]^

**Figure 9:**
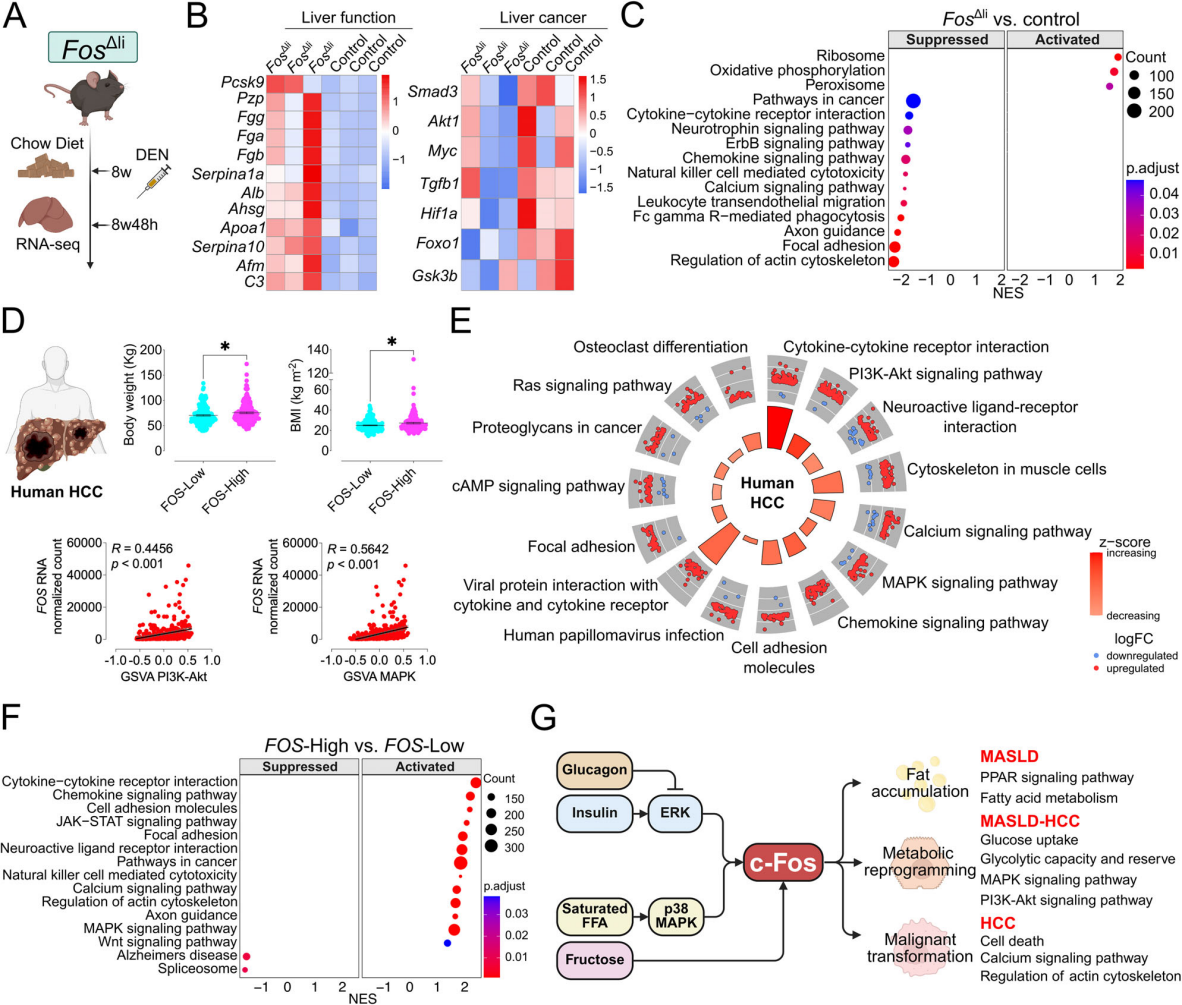
Mouse models with altered *Fos* expression in hepatocytes reveal proximity to human MASLD and the development of HCC. A) Hepatocyte‐specific *Fos* knockout (*Fos* ^Δli^) mice were subjected to RNA‐Seq (GSE81079) after 8 weeks of chow diet and DEN injection for 48 h. Created in BioRender. Gurzov, E. (2025) https://BioRender.com/temawxv. B) RNA‐Seq heatmap displaying liver function‐ and carcinogenesis‐related gene alterations between *Fos* ^Δli^ and control (*n* = 3 mice per group). C) RNA‐Seq KEGG pathway enrichment analysis comparing *Fos* ^Δli^ and control (*n* = 3 mice per group). D) Human HCC data from TCGA were extracted (*n* = 371 patients). *FOS*‐High (*n* = 184 patients) and Low (*n* = 187 patients) groups were previously divided by median *FOS* expression counts in HCC RNA‐Seq before performing DESeq2 analysis. Body weight (*FOS*‐High *n* = 171 patients, *FOS*‐Low *n* = 173 patients) (top left) and BMI (*FOS*‐High *n* = 167 patients, *FOS*‐Low *n* = 168 patients) (top right) as indicated. *FOS* expression level showing a correlation with the customized PI3K‐Akt (bottom left) and MAPK (bottom right) signaling GSVA scores in HCC RNA‐Seq (*n* = 371 patients). Created in BioRender. Gurzov, E. (2025) https://BioRender.com/47vpg9m. E) RNA‐Seq circle plot showing the KEGG pathway enrichment comparing *FOS*‐High (*n* = 184 patients) versus *FOS*‐Low (*n* = 187 patients). F) RNA‐Seq KEGG pathway enrichment analysis comparing *FOS*‐High (*n* = 184 patients) versus *FOS*‐Low (*n* = 187 patients). G) Schematic representation of the postulated c‐Fos mechanism in hepatocytes, illustrating its role in modulating signaling pathways associated with MASLD progression to HCC. https://BioRender.com/zty4uxa. Differential expression analysis was performed using DESeq2 and pathway enrichment analysis using fGSEA with Benjamini‐Hochberg FDR correction C, F). GSVA using a Poisson kernel to estimate the expression distribution of each gene D). Pathway enrichment analysis using clusterProfiler with Benjamini‐Hochberg E). Z‐SCORE quantification was performed using GOplot E). In D), results (top) are shown as mean ± SEM. Statistical analyses were performed using a two‐tailed unpaired Student's *t*‐test D). Correlation analyses were performed using Spearman test D). Data in panels A‐C) were generated using the dataset (GSE81079) from ref. [15] Statistical significance is indicated as ^*^ *p* < 0.05.

Finally, we investigated c‐Fos‐mediated hepatic signaling alterations in human HCC using RNA sequencing data from The Cancer Genome Atlas (TCGA) Liver Hepatocellular Carcinoma (LIHC) cohort obtained from UCSC Xena^[^ ^34^ ^]^ and analyzed with DESeq2. Genes upregulated in PI3K‐Akt and MAPK signaling pathways from *Fos* ^Hep^ mice (described in Figure 6G) were mapped to their human homologs and assessed using Gene Set Variation Analysis (GSVA) in the TCGA LIHC dataset. GSVA scores for the mouse‐mapped PI3K‐Akt and MAPK pathways positively correlated with *FOS* expression in human tumor tissues (*p* < 0.001) (Figure 9D). Further analysis of human tumor tissues, incorporating clinical data, revealed that patients with relatively high *FOS* hepatic expression also had higher body weight (n = 344) or higher body mass index (BMI) (n = 335, 158/335 BMI > 25 kg m^−^^2^), consistent with increased *FOS* in obesity. ORA with z‐score and GSEA identified several KEGG pathways, including cytokine‐cytokine receptor interaction, calcium signaling, MAPK signaling, cell adhesion molecules, chemokine signaling, and focal adhesion, with upregulated genes in the *FOS*‐High group all associated with malignant hepatocyte transformation (Figure 9E,F). These data further support the validity of our findings using mouse samples and in vitro cell cultures to model human HCC (Figure 9G).

## 3 Discussion

In this study, we elucidated the dynamic regulation of hepatic c‐Fos by nutritional status and hormonal cues, highlighting its dual role in metabolic homeostasis and liver tumorigenesis. Our data reveal that c‐Fos not only promotes metabolic dysregulation under obesogenic conditions but also contributes to oncogenic signaling in hepatocytes, establishing a potential mechanistic link between chronic metabolic stress and HCC development. Our results are consistent with previous work, indicating that dysregulation of lipid metabolism in hepatocytes is intricately tied to transcriptional reprogramming driven by stress‐responsive transcription factors.^[^ ^35^, ^36^ ^]^ Transcriptomic data from c‐Fos‐overexpressing livers^[^ ^15^ ^]^ demonstrate transcriptional programs associated with lipid metabolism and inflammation, hallmarks of MASLD and MASH. However, consistent with prior reports, c‐Fos overexpression alone does not induce overt MASLD phenotypes in chow‐fed mice. In contrast, under diet‐induced obesity conditions, c‐Fos is persistently elevated and acts synergistically with metabolic stress to promote hepatic steatosis, insulin resistance, and inflammatory signaling. These findings support a model in which c‐Fos primes hepatocytes at the transcriptional level, while the pathological progression of MASLD requires additional metabolic stressors. We observed that c‐Fos expression is significantly increased in obese mouse livers, especially during feeding, and that its persistent activation is associated with p38 MAPK signaling. This suggests a metabolic adaptation in obesity where stress‐related pathways compensate for impaired insulin signaling but concurrently drive sustained transcriptional reprogramming that exacerbates lipid accumulation and inflammation, fueling MASLD progression. Our observations align with recent findings by Liang et al., identifying c‐Fos as a negative regulator of hepatocyte maturation in organoid models, where *Fos* knockout promoted hepatocyte differentiation.^[^ ^28^ ^]^ The chronic activation of stress pathways, including c‐Fos, in obesity not only impairs metabolic homeostasis but may also create a pro‐tumorigenic environment through persistent metabolic and inflammatory signaling. These findings are further supported by our data showing that c‐Fos upregulation correlates with increased lipogenesis and insulin resistance, as indicated by elevated PPARγ levels and reduced glucose infusion rates during a hyperinsulinemic‐euglycemic clamp. This effect is likely mediated at the transcriptional level, consistent with prior work showing direct regulation of *Pparg* by AP‐1/c‐Fos dimers.^[^ ^16^ ^]^ While we cannot fully exclude post‐translational mechanisms, the rapid decrease in PPARγ upon c‐Fos silencing supports a loss of transcriptional input. Together with our previous work implicating the JNK/c‐Jun/BIM axis in obesity‐associated liver dysfunction,^[^ ^37^ ^]^ our present data suggest that c‐Fos can dimerize with c‐Jun to modulate hepatic metabolism and insulin signaling.^[^ ^37^ ^]^ Given the established roles of AP‐1 transcription factors in inflammation and transformation, it is plausible that c‐Fos–driven insulin resistance and lipotoxicity synergize with oncogenic pathways such as PI3K‐Akt and MAPK, facilitating the transition from steatosis to malignancy. Our findings conceptually align with previous work^[^ ^38^ ^]^ showing that dietary fat enhances glucose metabolism in non‐transformed hepatocytes and cooperates with oncogenic signaling to promote liver tumorigenesis. In that study, increased lipid availability stimulated glycolysis and proliferation, creating a metabolic state favorable for malignant transformation. Similarly, our data show that feeding‐ and insulin‐induced c‐Fos expression promotes glycolytic flux, lipid accumulation, and inflammatory signaling in hepatocytes, potentially bridging metabolic overload with oncogenic transformation. Although our study does not directly model tumor initiation, it provides mechanistic evidence that c‐Fos acts as a nutrient‐responsive transcriptional regulator that reprograms hepatocyte metabolism toward a tumor‐permissive state in the context of metabolic stress and lipid excess. In line with this, public transcriptomic data from insulin‐infused mice^[^ ^21^ ^]^ showed that hepatic *Fos* expression increases significantly under high insulin infusion, but not in the basal (non‐insulin‐stimulated) state. Interestingly, hypoglycemia at early time points suppressed *Fos* expression, suggesting that c‐Fos dynamics are also influenced by glycemic status. These results strengthen our experimental observations and highlight insulin as a key upstream regulator of c‐Fos in vivo. Together, these data reinforce our conclusion that both insulin and nutritional cues regulate c‐Fos expression in the liver.

In the context of HCC, c‐Fos expression is associated with activation of MAPK signaling pathways, critical mediators of tumor cell survival and metabolic reprogramming. Silencing c‐Fos in HCC cell lines reduced cell proliferation and induced apoptosis, suggesting that c‐Fos plays a crucial role in promoting cell survival under stress, particularly in lipotoxic and ER stress environments.

Our data are also in line with previous findings, showing that c‐Fos plays a critical role in liver inflammation, hepatocyte proliferation, DNA damage response activation, and premalignant transformation.^[^ ^15^ ^]^ We show that c‐Fos enhances glycolytic capacity and reserve in hepatocytes, suggesting that its sustained activation under lipotoxic conditions may prime cells for transformation by establishing a metabolic environment conducive to survival and proliferation. Persistent c‐Fos expression in hepatocytes contributes to preneoplastic transformation, as demonstrated in *Fos* ^Hep^ and *Fos* ^Δli^ mice,^[^ ^15^ ^]^ further emphasizing the dual role of c‐Fos/AP‐1 in metabolic regulation and liver carcinogenesis. In addition, c‐Fos appears to influence tumor metabolism by altering lipid biosynthesis and oxidative pathways in hepatic cancer models.^[^ ^15^ ^]^ In conclusion, our study identifies c‐Fos as a central integrator of metabolic and oncogenic signaling in the liver. Persistent c‐Fos activation under conditions of obesity and lipotoxic stress promotes lipid accumulation and insulin resistance while enabling metabolic reprogramming and survival pathways that support hepatocarcinogenesis. These findings suggest a model in which chronic metabolic dysfunction and c‐Fos activation converge to drive liver pathology across the MASLD‐HCC spectrum, identifying c‐Fos as a potential therapeutic target in metabolic liver disease and cancer.

### 3.1 Limitations and Future Directions

Sex and age‐specific differences, unexplored in this study, could influence c‐Fos dynamics, as estrogen is known to modulate lipid metabolism. Although retro‐orbital delivery of adenoviral vectors is a widely accepted and efficient method for achieving liver‐predominant gene expression, we acknowledge that effects stemming from expression in extrahepatic tissues cannot be entirely excluded. Additionally, this study focuses on the role of c‐Fos in hepatocytes, which may overlook the role of c‐Fos in other liver cell types during MASLD‐HCC development. While our findings suggest that c‐Fos contributes to tumor cell survival under metabolic stress, we did not investigate whether hepatocyte‐specific c‐Fos deletion protects against spontaneous or diet‐induced liver cancer under obesogenic conditions. Future studies should address this by combining metabolic stress models with liver‐specific c‐Fos knockout strategies. Furthermore, the development of specific inhibitors or gene‐editing techniques to modulate c‐Fos/AP‐1 activity in liver cells should be explored to assess their therapeutic potential in liver dysfunction and cancer progression.

## 4 Experimental Section

### Mice

The animal protocols were approved by the Commission of Ethics and Animal Welfare (CEBEA), Faculty of Medicine, Université libre de Bruxelles (Protocol No. 732, and 917). C57BL/6N mice were housed in an animal facility at the ambient temperature of 22–25 °C and 40 – 55% humidity, with the circadian of 12 h light & 12 h dark cycle and free access to diet and water, according to Belgian Regulations for Animal Care.

8‐week‐old male mice were assigned to different groups randomly with consideration of unbiased body weight. These mice were fed with either a chow low‐fat diet (RM1 (P) 801151, Special Diets Services, UK) as a control or a high‐fat, high‐fructose, high‐cholesterol diet (HFHFHCD, 40% kcal from fat, 20% kcal from fructose, 2% cholesterol; D09100310i, Research Diets, New Brunswick, NJ, USA).

### Body and Liver Composition Measurement

The lean and fat mass of the mouse body and liver were measured based on nuclear magnetic resonance with the application of the EchoMRI 3‐in‐1 body composition analyzer from EchoMedical Systems (Houston, TX, USA).

### DEN‐Induced HCC Mouse Model

2‐week‐old male mice were subjected to 1‐time intraperitoneal injection into the lower abdomen with a 25 mg kg^−1^ DEN (dissolved in PBS) to establish a liver tumor model. The mice were maintained on a chow diet until 6 weeks old. Later, the mice were fed either a chow diet until 40 weeks old or an HFHFHCD until 31 weeks old, respectively. Tumor tissue and adjacent non‐tumor tissue were collected after euthanizing the mice by cervical dislocation.

### Histological Analysis

After euthanizing, the mouse liver tissues were collected, dissected, and rinsed with PBS. Then, the tissues were fixed in 4% PFA (pH 7.4), embedded in paraffin, and sectioned into 5–7 µm slices by rotatory microtome, HistoCore MULTICUT R from Leica. After being placed on the positively charged slides, liver sections were stained with hematoxylin and eosin (H&E). Images were captured at 40x magnification by the NanoZoomer Digital Pathology system (Hamamatsu Photonics K.K., version SQ 1.0.9) for analysis.

### Primary Mouse Hepatocyte Isolation, Culture, Treatment, and Staining

Primary mHep were isolated from C57BL/6N mice with a two‐step collagenase perfusion method through the vena cava. After opening the abdominal cavity, the infra‐hepatic vena cava was cannulated for perfusion, and the portal vein was severed to drain the blood from the liver. In the first step, the liver was perfused with HBSS (without calcium and magnesium, Thermo Fisher Scientific, #14170138) supplemented with 10 mm HEPES–NaOH (pH 7.4) and saturated with O2/CO2 (95:5 vol vol^−1^) at 37 °C for 10 min. In the second step, collagenase type IV (0.3 mg mL^−1^) was added to William's E Medium (Thermo Fisher Scientific, #32551087), and perfusion continued for an additional 10 min, softening the liver tissue.

The softened liver was placed in a sterile dish, and the cells were dissociated using a coarse‐toothed comb in cold William's E Medium. The cell suspension was then passed through a 100‐µm filter to remove cell clumps and centrifuged at 50 g for 5 min at 4 °C. The pellet was resuspended in William's E Medium, layered onto a Percoll solution (Millipore Sigma, # GE17‐0891‐01), and centrifuged at 1000 RPM for 10 min.

The isolated primary mHep were seeded with attachment medium (William's Medium with Glutamax, 10% FBS, 1% Penicillin‐Streptomycin, and 10 mm HEPES). The 24‐well plate was seeded with 1 00 000 cells in each well. The 8‐well IBDID plate was seeded with 50 000 cells in each well. The 8‐well Seahorse plate was seeded with 10 000 cells in each well. The attachment medium was changed to maintenance medium (William's Medium with Glutamax, 10% FBS, 1% Penicillin‐Streptomycin, 1% Non‐Essential Amino Acids, 10 mm HEPES, and 5 µm Hydrocortisone) 3–4 h after seeding and underwent overnight recovery.

Insulin (100 nM) and/or ERK inhibitor (150 nM) were added in mHep after 8 h starvation media without serum (William's Medium with Glutamax and 1% Penicillin‐Streptomycin). Glucagon (100 nM) was added in mHep after 22 h of starvation media with 1% FBS. The treatment with oleic acid (0.8 mm), palmitic acid (0.4 mm), and p38 MAPK inhibitor 1 (150 nM, Adezmapimod, HY‐10256) or p38 MAPK inhibitor 2 (250 µm, Ergothioneine, HY‐N1914) included 1% FBS and 1% fatty acid‐free BSA in the media.

Immunofluorescent staining was done in an 8‐well IBDID plate. After treatment, primary mHep were rinsed with PBS and fixed with 4% PFA for 15 min at room temperature. After blocking with UltraVision Protein Block (Thermo Scientific, # TA‐060‐PBQ), the primary antibody (Table S1, Supporting Information) was incubated with primary mHep at 4 °C overnight or at room temperature for 2 h. After rinsing the IBDID plate 3 times with PBS, a secondary antibody was added (Table S2, Supporting Information). After 1 h of incubation at room temperature, the IBDID plate was rinsed with PBS 3 times and then mounted with Antifade Mounting Medium with DAPI (VECTASHIELD, #VEC.H‐1200) for further observation under a fluorescent microscope, ZEISS AXIO Observer. D1.

### Adenovirus Transduction

For in vitro experiments, primary mHep were seeded onto a 24‐well plate for glucose uptake measurement and protein extraction, or an 8‐well IBDID plate for lipid accumulation measurement.^[^ ^37^, ^39^ ^]^ Adenovirus‐mediated Adv‐Control (Ad‐CMV‐Null, #1300, Vector Biolabs), Adv‐c‐Fos (Ad‐CMV‐m‐FOS, SKU: ADV‐259549, Vector Biolabs), and Adv‐shRNA‐Fos (Ad‐GFP‐U6‐m‐FOS‐shRNA, #1835, Vector Biolabs) were transduced in primary mHep after overnight seeding. After 24 h of infection, the culture media were replaced by William's Medium with 1.5, 5.5, 11.1, or 22.2 mm glucose for glucose uptake measurement after 24 h, or replaced by William's Medium together with 1% BSA, 1% FBS, and 0.1 mm palmitic acid for lipid accumulation measurement after 24 h. Glucose content in the medium was measured (GlucCell Glucose Monitoring System; Cesco Bioengineering). The primary mHep in the IBDID plate were fixed with 4% PFA for 15 min at room temperature, stained with 5 µg mL^−1^ Nile Red solution for 20 min, and then mounted with Antifade Mounting Medium with DAPI. Fluorescent images were measured using Fiji (Version: 2.14.0/1.54f) software, and the lipid accumulation area was calculated based on the mean area of each channel (Nile Red and DAPI). For in vivo experiments, chow diet‐fed 6‐week‐old C57BL/6N male mice were infected with Adv‐Control or Adv‐shRNA‐Fos by retro‐orbital injection at a dose of 1.0 × 10^9^ PFU in 100 µl PBS.

### Extracellular Acidification Rates Measurement During Glycolytic Stress Test

Primary mHep were seeded in an 8‐well Seahorse plate. After overnight recovery, the hepatocytes were transduced with Adv‐c‐Fos or Adv‐shRNA‐Fos for 24 h in triplicate wells. Before the start of extracellular acidification rates (ECAR) measurement, the hepatocytes were equilibrated in XF DMEM Medium (5 mm HEPES, glucose‐ and pyruvate‐free, #103575‐100, Agilent Technologies) with 2 mm glutamine in a 37 °C CO_2_‐free incubator for 1 h. Immediately before the ECAR measurement in the glycolytic stress test, the Seahorse plate was refreshed with XF DMEM Medium. During the glycolytic stress test, glucose (10 mm), oligomycin (10 µm), and 2‐DG (in total 100 mm, divided into two consecutive injections of 50 mm) were dissolved in XF DMEM Medium and injected sequentially. The hepatocytes were collected immediately after the glycolytic stress test and stored at −80 °C for protein extraction and immunoblot analysis. The ECAR measurements during the glycolytic stress test were conducted using the XFp Flux Analyzer (Seahorse Bioscience, Agilent Technologies).

### Hyperinsulinemic‐Euglycemic Clamp

Mice were subjected to hyperinsulinemic‐euglycemic clamp as previously described.^[^ ^40^ ^]^ Briefly, 6‐week‐old male mice underwent jugular vein catheterization with exteriorization above the back using a single‐channel vascular access magnetic button (Instech Laboratories, VABM1B/25), and then adenovirus was injected into the jugular vein through the established channel. All the mice were given paracetamol (2 mg ml^−1^) in drinking water for 7 days after the surgery. After 12 days, the mice were subjected to a clamp experiment. During the clamp experiment, the insulin (Novo Nordisk, Actrapid 100 UI ml^−1^) infusion was maintained at 1.5 mIU kg^−1^ body weight min^−1^ to induce hyperinsulinemia. Blood glucose was measured using the StatStrip Xpress2 glucometer (Nova Biomedical, #56506).

### RNA Interference, Colony Formation, and Cell Death Assay

HepG2, HLE, and Huh6 cell lines were cultured in DMEM (Thermo Fisher Scientific, #21885108) supplemented with 10% heat‐inactivated FBS and 1% Penicillin‐Streptomycin. For c‐Fos knockdown, HCC cell lines were transfected with siRNAs targeting c‐Fos or a negative control siRNA (working concentration: 30 nM; QIAGEN, Venlo, the Netherlands). The delivery of siRNA was after 24 h of seeding, facilitated with Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, #13778150) in Opti‐MEM I Reduced Serum Medium (Thermo Fisher Scientific, #31985047) and DMEM with 10% FBS. The siRNA target sequences are provided in Table S3 (Supporting Information). After 24 h of siRNA transfection, HCC cells were recovered for 24 h before trypsinization to obtain a single‐cell suspension. For the colony formation assays, 2000 cells were seeded into P6 plates. Colonies were allowed to grow for 1–2 weeks, depending on the cell lines, and were fixed with 4% PFA and stained with 0.5% crystal violet. In the cell death assay, HCC cell lines recovered for 24 h after siRNA transfection and were treated with/without palmitic acid (0.5 mm) for 24 h. Cell death was assessed using SYTOX green (Thermo Fisher Scientific, Gibco, UK) at a final concentration of 5 µm.

### RNA Extraction, RT‐PCR, and Transcriptomics

The mRNA from primary mHep was extracted with the Dynabeads mRNA DIRECT Purification Kit (Thermo Fisher Scientific, #61012). The total RNA from mouse liver tissues was extracted with the RNeasy Mini Kit (50) (QIAGEN, #74104) and the RNase‐Free DNase Set (50) (QIAGEN, #79254). Reverse transcription from mRNA to cDNA was performed with the Reverse Transcription Core Kit (Eurogentec, #RT‐RTCK‐03). RT‐PCR was conducted on the Bio‐Rad CFX system (Bio‐Rad Laboratories, Hercules, CA) with SsoAdvanced Universal SYBR Green Supermix (Bio‐Rad, #1725274). Primer information is indicated in Table S4 (Supporting Information). The liver total RNA was extracted as described above. The RNA integrity number (RIN) was measured using Agilent 5400. All the RINs were above 9.0. Total RNA quality analysis, library preparation (poly A enrichment), and sequencing were performed by the Novogene (UK) company. NovaSeq X Plus Series (3Gb/sample, 10 M PE reads of PE150) was used for sequencing. Previously published liver RNA‐seq data from DEN‐treated hepatocyte‐specific *Fos*‐knockout mice (*Fos* ^Δli^) were reanalyzed (GSE81079).^[^ ^15^ ^]^ This model was generated by crossing *Fos^f/f ^* mice with *Alfp‐Cre* transgenic mice, resulting in hepatocyte‐specific deletion of *Fos*. The dataset was reprocessed using updated analytical tools to compare gene expression changes under carcinogen‐induced stress.

### Western Blot

RIPA Buffer (Cell Signaling Technology, #9806S) was used to extract total protein lysates from tissues. Cell Lysis Buffer (Cell Signaling Technology, #9803S) was used for extracting cell protein lysates. Both lysis buffers were supplemented with a Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, #78442). Protein concentration was measured using a BCA protein assay kit (Thermo Fisher Scientific, #PI23227).

20–50 µg of protein lysate mixed with Laemmli buffer was loaded into the gel. The total amount of protein in each loading was the same in one gel. After electrophoretic separation in polyacrylamide gel, the protein was transferred onto a 0.22 µm nitrocellulose membrane (Bio‐Rad, Hercules, CA, USA, #1620112). After blocking with 5% milk in 0.3% TBST, the primary antibody (detailed in Table S1, Supporting Information) was incubated with the membrane in 0.3% TBST with 5% BSA at 4 °C overnight. A secondary antibody was added after washing the membrane 3 times with 0.3% TBST, including goat anti‐rabbit IgG (Dako Agilent, #P0448), goat anti‐mouse IgG (Dako Agilent, #P0447), and goat anti‐guinea pig IgG (PROGEN Biotechnik, #90001) (detailed in Table S2, Supporting Information). For chemiluminescence detection, immunoreactive bands were visualized under the Amersham ImageQuant 800 Western blot imaging system (Cytiva Life Science, Marlborough, MA, USA).

### Bioinformatic Analysis

The RNA sequencing reads of the mouse liver regarding GSE81079 were gathered in unaligned BAM format. The reads were converted to Fastq format by Picard and then aligned to the mouse reference genome (GRCm38.98). After the procedures of FastQC, fastp, Trimmomatic, HISAT2, SAMtools, and featureCounts, the reads were transformed into a count matrix and underwent differential analysis by DESeq2 in R (4.4.1). The identified MASLD pathways, MASLD human proximity scores, and *Fos* expression data were extracted from the PMCID: PMC11199145 source data. Hepatic *Fos* expression in hyperinsulinemic‐euglycemic clamp was extracted from bulk RNA sequencing count data GSE117741. The human HCC dataset of the Cancer Genome Atlas Program (TCGA) was downloaded from UCSC Xena in aligned counts format and analyzed with differential analysis by DESeq2. KEGG pathway enrichment analysis of ORA (using clusterProfiler) with z‐score (using GOplot), GSEA (using fGSEA), and customized pathway analysis of GSVA (using GSVA) followed the instructions on the corresponding websites. ORA was based on differentially expressed genes identified by DESeq2. GSEA was based on pre‐ranked Wald statistics generated from DESeq2. ORA and GSEA were corrected with Benjamini‐Hochberg. The Poisson kernel was used to estimate the expression distribution in GSVA. The adjusted *p*‐value < 0.05 was applied to differentially expressed genes and significantly enriched pathways.

### Stem Cell Differentiation in Hepatocyte‐like Cells

Following a previously established protocol, stem cells were differentiated into hepatocyte‐like cells.^[^ ^39^ ^]^ Laminin 521‐coated plates (BioLamina, Cat#LN521‐05) were prepared, and human H1 embryonic stem cells were detached and seeded onto the laminin‐coated plates (55000 cells/well in P24). The cells were allowed to reach optimal confluency before initiating differentiation.

### Statistical Analysis

The results were presented as mean ± standard error of the mean (SEM). Comparison between two groups was applied with a two‐tailed unpaired Student's *t*‐test. One‐way ANOVA was employed for comparing more than two groups on a single independent variable. For comparisons between groups divided by two independent variables, two‐way ANOVA was employed. The Spearman test was used for correlation analyses between two parameters. Statistical analyses were conducted using Prism software (V.10, GraphPad Software, Inc., La Jolla, CA, USA). The sample size was predetermined based on variability observed in previous experiments and preliminary data. Statistical significance was defined as ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

## Data Availability

The RNA‐Seq dataset generated during the sequencing procedure was deposited in the Gene Expression Omnibus (GEO) database (GSE297224). Additional data and information can be obtained from the corresponding author.

# Supplementary material for: Nutritional c‐Fos Induction Rewires Hepatic Metabolism and Can Promote Obesity‐Associated Hepatocellular Carcinoma
**Source:** Adv Sci (Weinh). 2025 Sep 29;12(47):e09755. doi: 10.1002/advs.202509755
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

## Nutritional c-Fos Induction Rewires Hepatic Metabolism and Can Promote Obesity-Associated Hepatocellular Carcinoma

Ao Li, Eduardo H. Gilgioni, Wadsen St-Pierre-Wijckmans, Leila Hosseinzadeh, Christelle Veyrat-Durebex, Sumeet P. Singh, Roberto Coppari, Latifa Bakiri and Esteban N. Gurzov

A

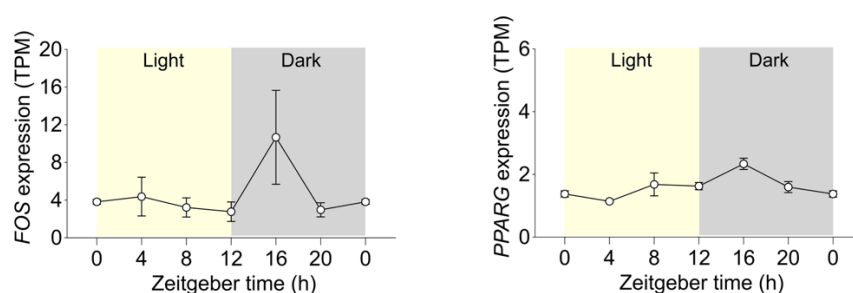

B

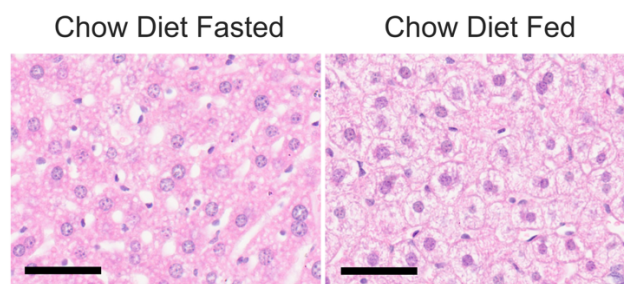

**Figure S1. *FOS* expression and hepatocyte structure in fasted/fed livers.** A) *FOS* and *PPARG* expression fluctuate within a 24-hour cycle (zeitgeber time) in male humanized liver chimeric mice (PMID: 39209804). *FOS* expression peaks within 4 hours of dark cycle onset and returns to baseline within 8 h, reaching levels comparable to those observed during the light phase ( $n = 3$  mice per group). Similarly, *PPARG* expression also peaks within 4 hours after the onset of dark cycle feeding and returns to baseline within 8-12 h, matching levels seen during the light phase ( $n = 3$  mice per group). B) Representative H&E staining of mouse livers in fasted and fed groups with a chow diet as indicated. Scale bar, 50µm. In A), results are shown as mean  $\pm$  SEM.

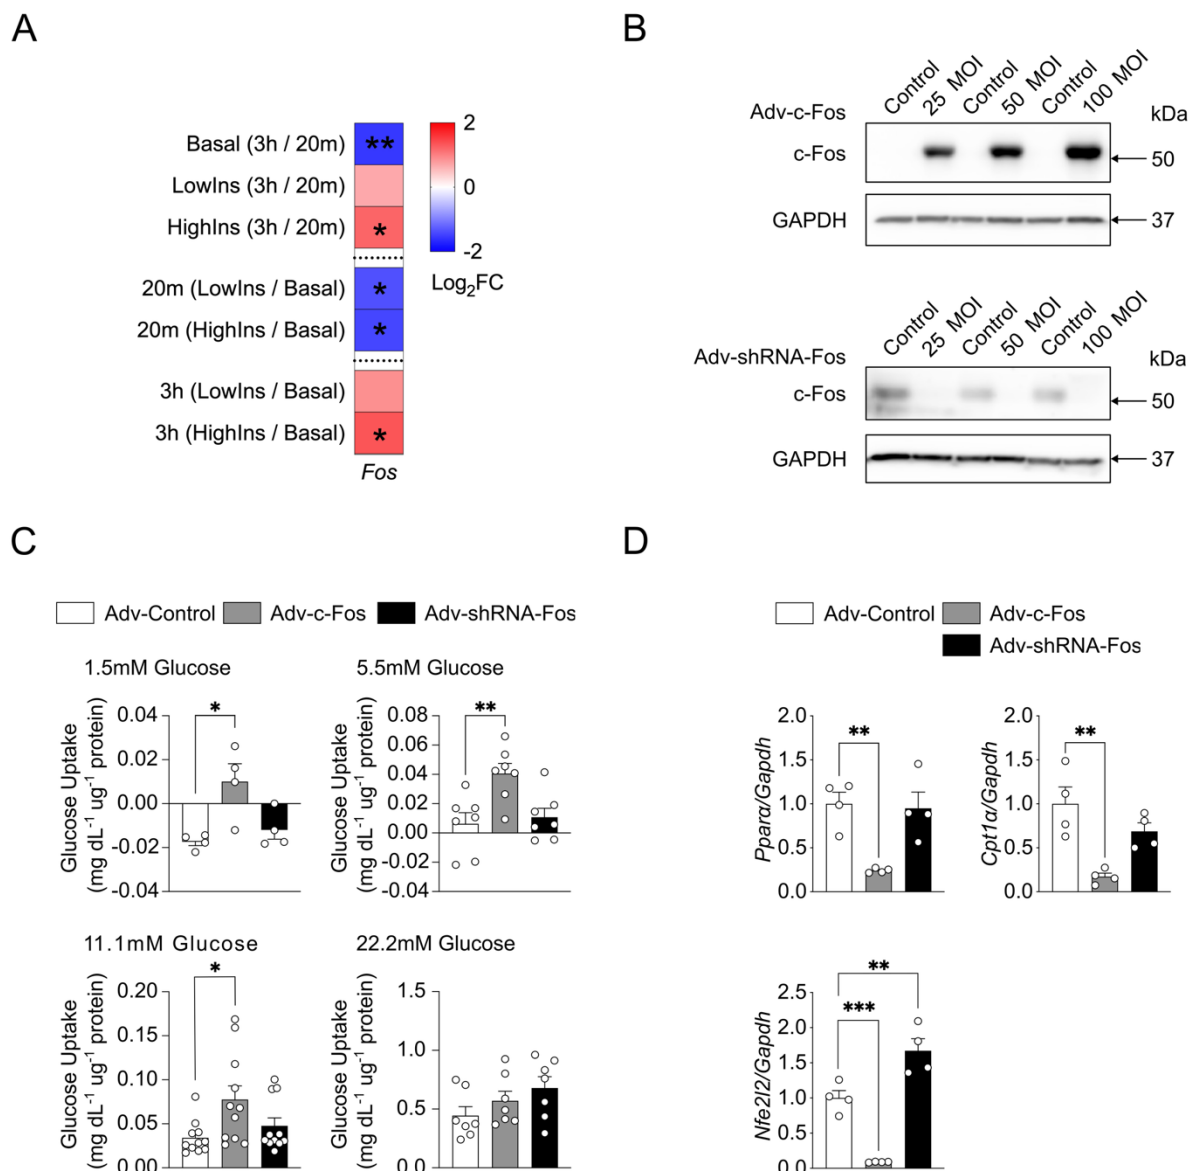

**Figure S2. c-Fos enhances glucose uptake and represses oxidative gene programs in hepatocytes and is regulated by insulin *in vivo*.** A) Heatmap of liver bulk RNA-seq data (GSE117741), analyzed using DESeq2, showing relative *Fos* expression levels in C57BL/6J male mice 20 min (20 m) and 3 h (3 h) after infusion. Groups included Basal (saline-infused), LowIns (insulin at 4 mU kg<sup>-1</sup> min<sup>-1</sup>), and HighIns (insulin at 12 mU kg<sup>-1</sup> min<sup>-1</sup>) ( $n = 5-6$  mice per group). B) Representative immunoblot of primary mouse hepatocytes infected with adenoviral vectors to overexpress (Adv-c-Fos, top), silence (Adv-shRNA-Fos, bottom), or control (Adv-Control) for c-Fos expression modulation in different concentrations. 50 MOI was selected to overexpress or silence c-Fos in different experiments in this study. C) Glucose

uptake measurement in primary mouse hepatocytes upon overexpression (50 MOI) and silencing (50 MOI) of c-Fos as indicated. The primary mouse hepatocytes were cultured under 1.5 mM ( $n = 4$  biological replicates), 5.5 mM ( $n = 7$  biological replicates), 11.1 mM ( $n = 11$  biological replicates), and 22.2 mM ( $n = 7$  biological replicates) of glucose Williams' E Medium for 24 h. D) RT-PCR analysis revealing  $\beta$ -oxidation related genes *Ppara*, *Cpt1a*, and *Nfe2l2* expression in adenovirus-infected primary mouse hepatocytes with 22.2 mM of glucose Williams' E Medium for 4 h ( $n = 4$  biological replicates). In C, D), results are shown as mean  $\pm$  SEM. Statistical analyses using one-way ANOVA. Statistical significance is indicated as  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

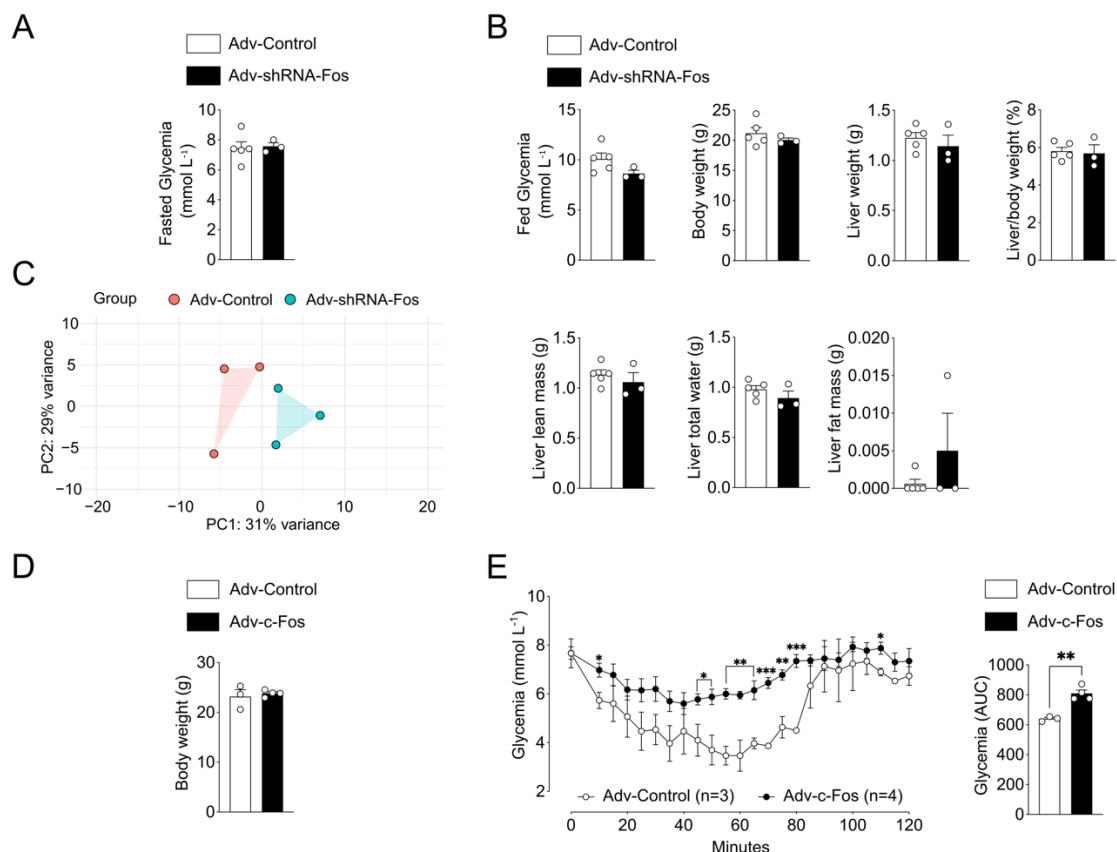

**Figure S3. Short-term hepatic c-Fos manipulation alters liver gene expression and body insulin sensitivity in chow diet-fed mice.** A) Glycemia of Adv-Control ( $n = 5$  mice) and Adv-shRNA-Fos ( $n = 3$  mice) transduced mice after 5-6 h fasting. B) Metabolic parameters between Adv-Control ( $n = 5$  mice) and Adv-shRNA-Fos ( $n = 3$  mice) transduced mice. C) Principal component analysis (PCA) plot using top 500 variable genes depicting the variation between Adv-Control ( $n = 3$  mice) and Adv-shRNA-Fos ( $n = 3$  mice) liver RNA-Seq data. PC1 and PC2 collectively explained 60 % of the variability between Adv-shRNA-Fos and Adv-Control liver samples, with PC1 accounting for 31 % and PC2 for 29 % of the variance, respectively. D) Body weight between Adv-Control ( $n = 3$  mice) and Adv-c-Fos ( $n = 4$  mice) groups in hyperinsulinemic-euglycemic clamp experiments as indicated. E) Glycemia and area under curve (AUC) between Adv-Control ( $n = 3$  mice) and Adv-c-Fos ( $n = 4$  mice) during clamp as indicated. In A,B,D,E), results are shown as mean  $\pm$  SEM. Statistical analyses using two-tailed unpaired Student's  $t$ -test A,B,D,E). Statistical significance is indicated as \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.01$ .

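The principal components were computed from the counts after DESeq2's variance-stabilizing transformation, over the 500 genes of highest variance. The first component held 30.5% of the variance and the second 28.6%. On the first component the Adv-Control livers lay at -4.59, -5.90 and -0.317 and the Adv-shRNA-Fos livers at 1.64, 7.07 and 2.10, so that the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 livers against 3 allow). On the second component they did. The transformation is not named in the legend, and the fit without Adv-Control replicate 2 moved the first share most, to 39.8%.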

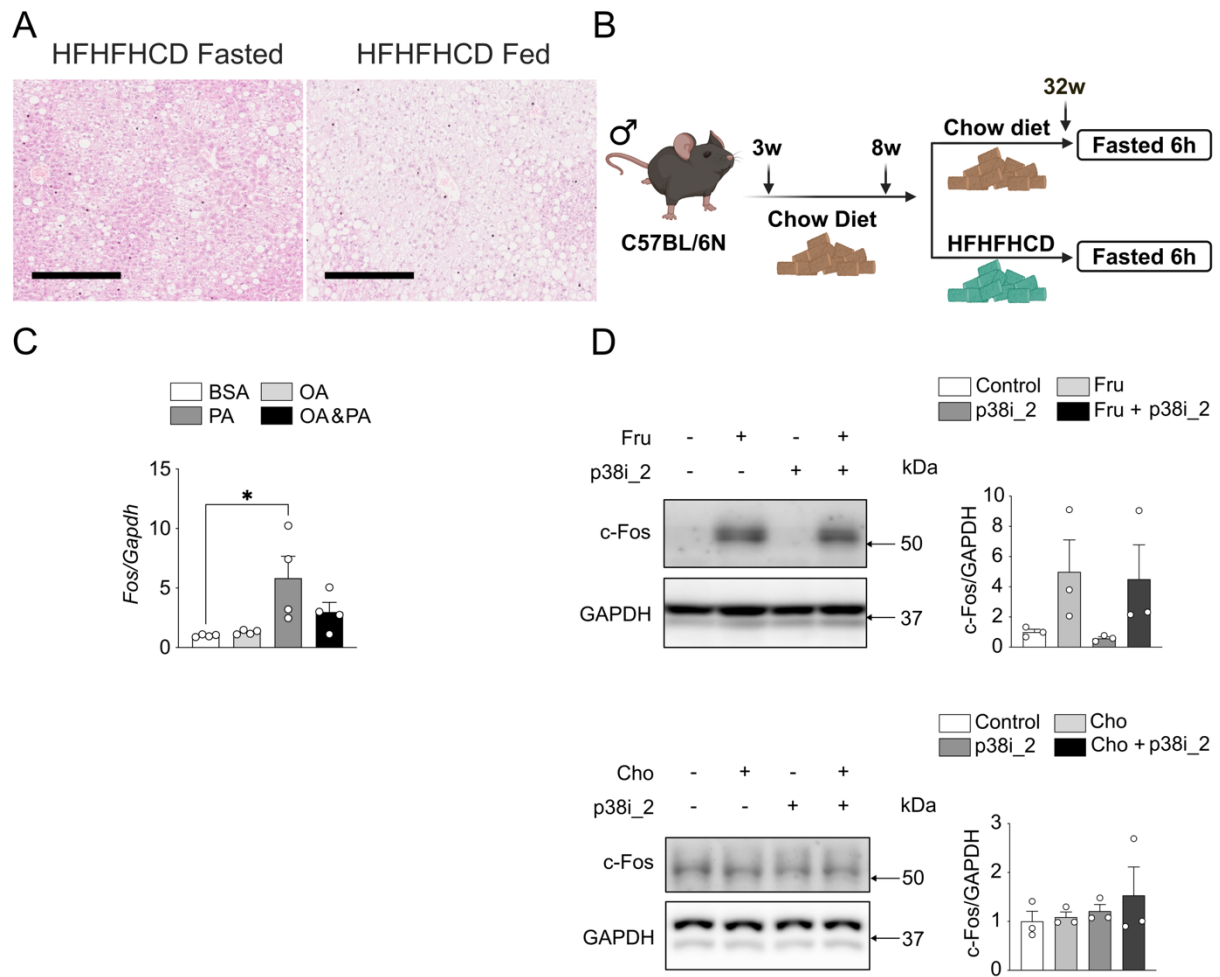

**Figure S4. c-Fos is induced by saturated fatty acid palmitic acid and fructose in hepatocytes.** A) Representative H&E staining of mouse livers in fasted and fed groups with HFHFHCD diet as indicated. Scale bar, 250 $\mu$ m. B) Methodological approach schematic illustrating the mice fed with 25-week HFHFHCD or a chow diet starting from 8-week to 32-week. Created in BioRender. Gurzov, E. (2025) <https://BioRender.com/j8lyt0y>. C) RT-PCR analysis shows *Fos* mRNA expression after 24 h of palmitic acid (PA, 0.4 mM), oleic acid (OA, 0.8 mM), or PA&OA treatment in primary mouse hepatocytes ( $n = 4$  biological replicates). D) Immunoblot analysis of primary mouse hepatocytes treated with fructose (Fru, 22.2 mM,  $n = 3$  biological replicates, top) or cholesterol (Cho, 0.1  $\mu$ M,  $n = 3$  biological replicates, bottom) with p38i\_2 (250  $\mu$ M). In C, D), results are shown as mean  $\pm$  SEM. Statistical analyses using one-way ANOVA C, D). Statistical significance is indicated as  $*p < 0.05$ .

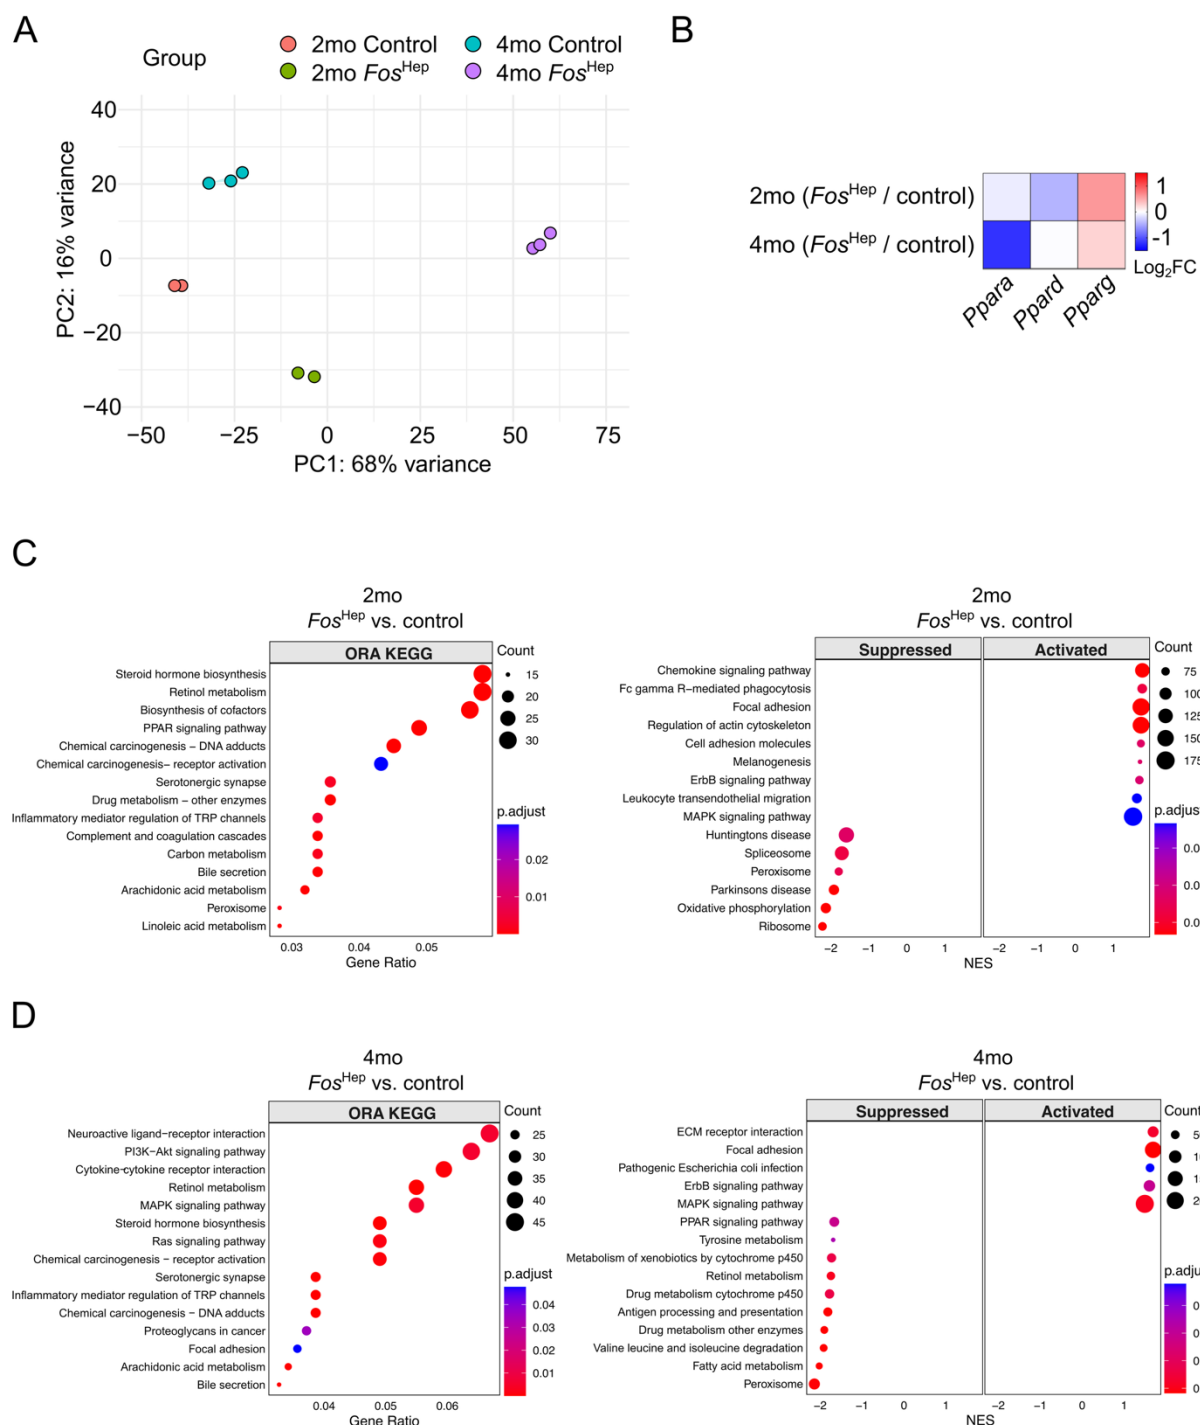

**Figure S5. Hepatic c-Fos expression significantly alters KEGG signaling pathways.** A) RNA-Seq PCA plot using top 5000 variable genes depicting the variation among 2 months (2mo, control  $n = 2$  mice, *Fos*<sup>Hep</sup>  $n = 2$  mice) and 4 months (4mo, control  $n = 3$  mice, *Fos*<sup>Hep</sup>  $n = 3$  mice). PC1 and PC2 collectively explained 84% of the variability among different groups, with PC1 accounting for 68 % and PC2 for 16 % of the variance, respectively. B) PPAR genes expression in *Fos*<sup>Hep</sup>/control mouse livers in 2mo ( $n = 2$  mice per group) and 4mo ( $n = 3$  mice

per group) as indicated with  $\log_2$  fold change. C, D) RNA-Seq KEGG pathway enrichment analysis comparing *Fos*<sup>Hep</sup> vs. control in 2mo C) ( $n = 2$  mice per group) and 4mo D) ( $n = 3$  mice per group), respectively. KEGG top 15 pathways ranked by gene count in corresponding pathways (ORA left, GSEA right). Differential expression analysis using DESeq2 and pathway enrichment analysis using clusterProfiler (left of C) and D)) and fGSEA (right of C) and D)) with Benjamini-Hochberg.

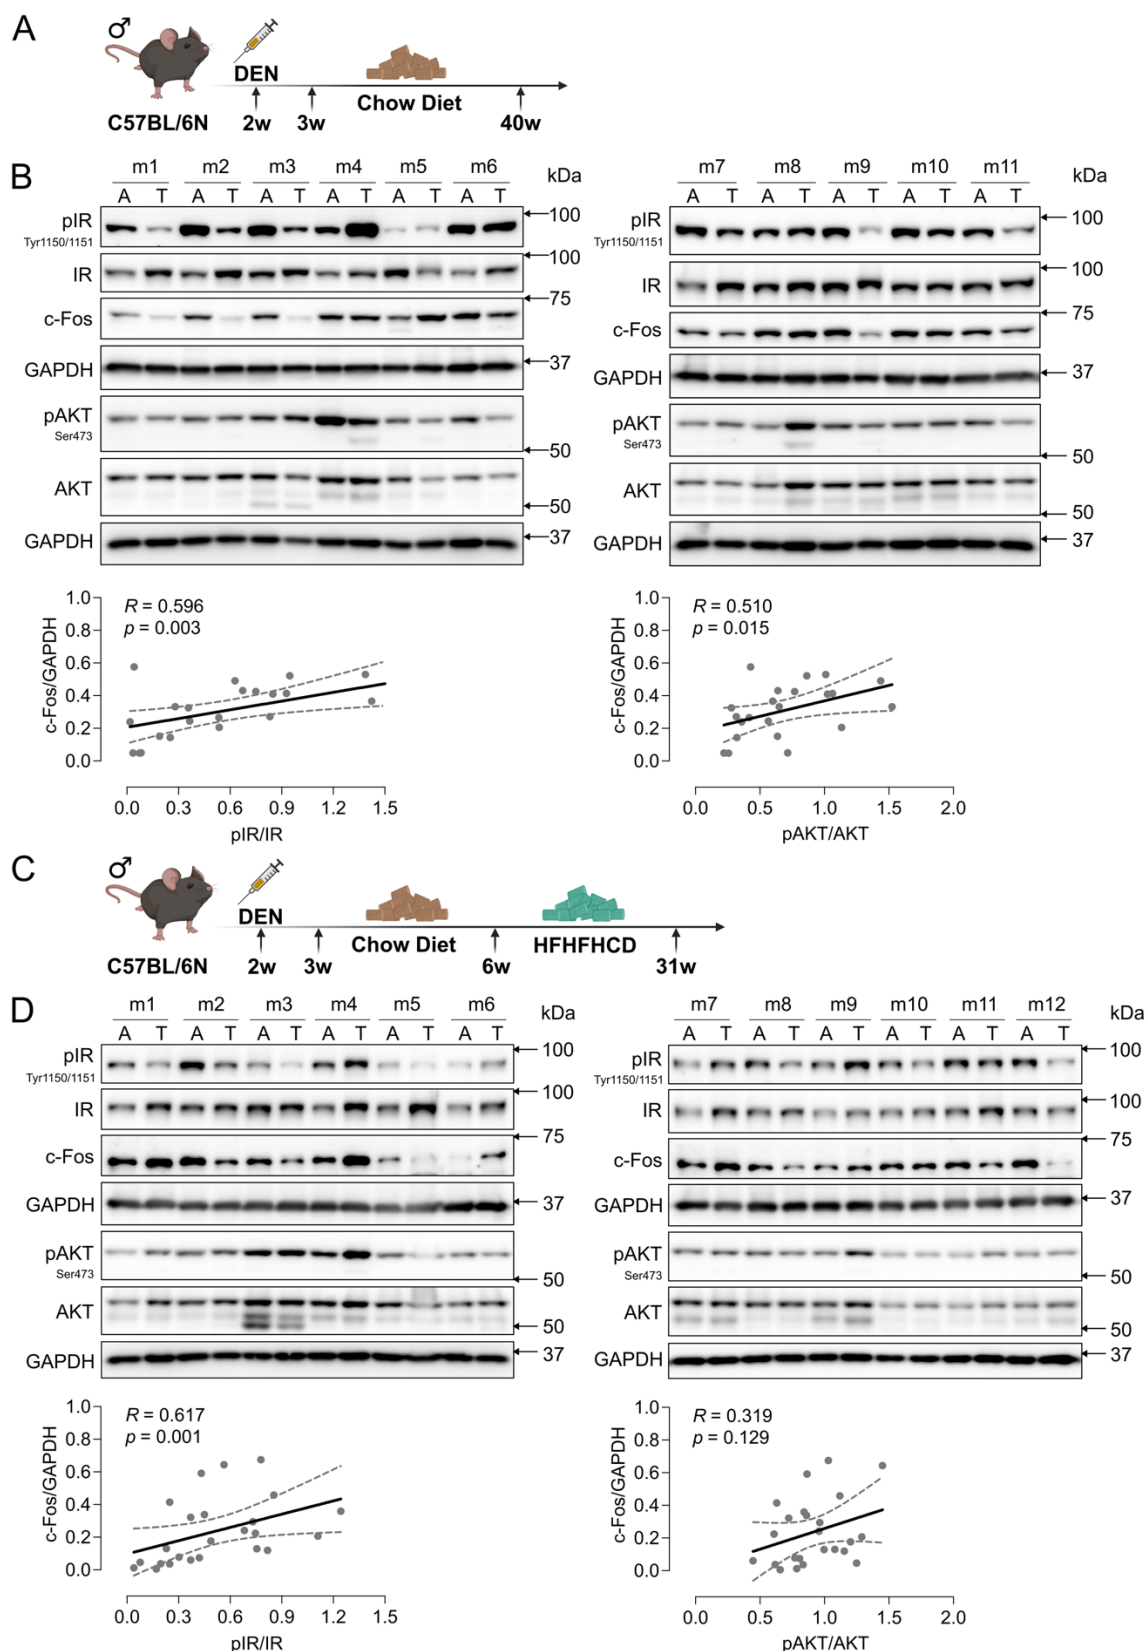

**Figure S6. Hepatic c-Fos expression correlates with phosphorylation of insulin receptor in DEN-induced HCC male mouse models.** A, C) Methodological approach schematic illustrating diethyl nitrosamine (DEN)-induced HCC male mouse models fed with 37-week

chow diet A) (3-40 weeks duration) or 25-week HFHFHCD C) (6-31 weeks duration) in this study. Created in BioRender. Gurzov, E. (2025) <https://BioRender.com/47vpg9m>. B, D) Liver adjacent (labelled as A above immunoblot) and tumor tissues (labelled as T above immunoblot) were collected from chow diet B) ( $n = 11$  mice) or HFHFHCD D) ( $n = 12$  mice) fed DEN-induced HCC mice at end points, respectively. Immunoblot analysis of liver adjacent and tumor tissues showing the protein expression levels of pIR, pAKT, and c-Fos. Correlation analyses using Spearman test B, D).

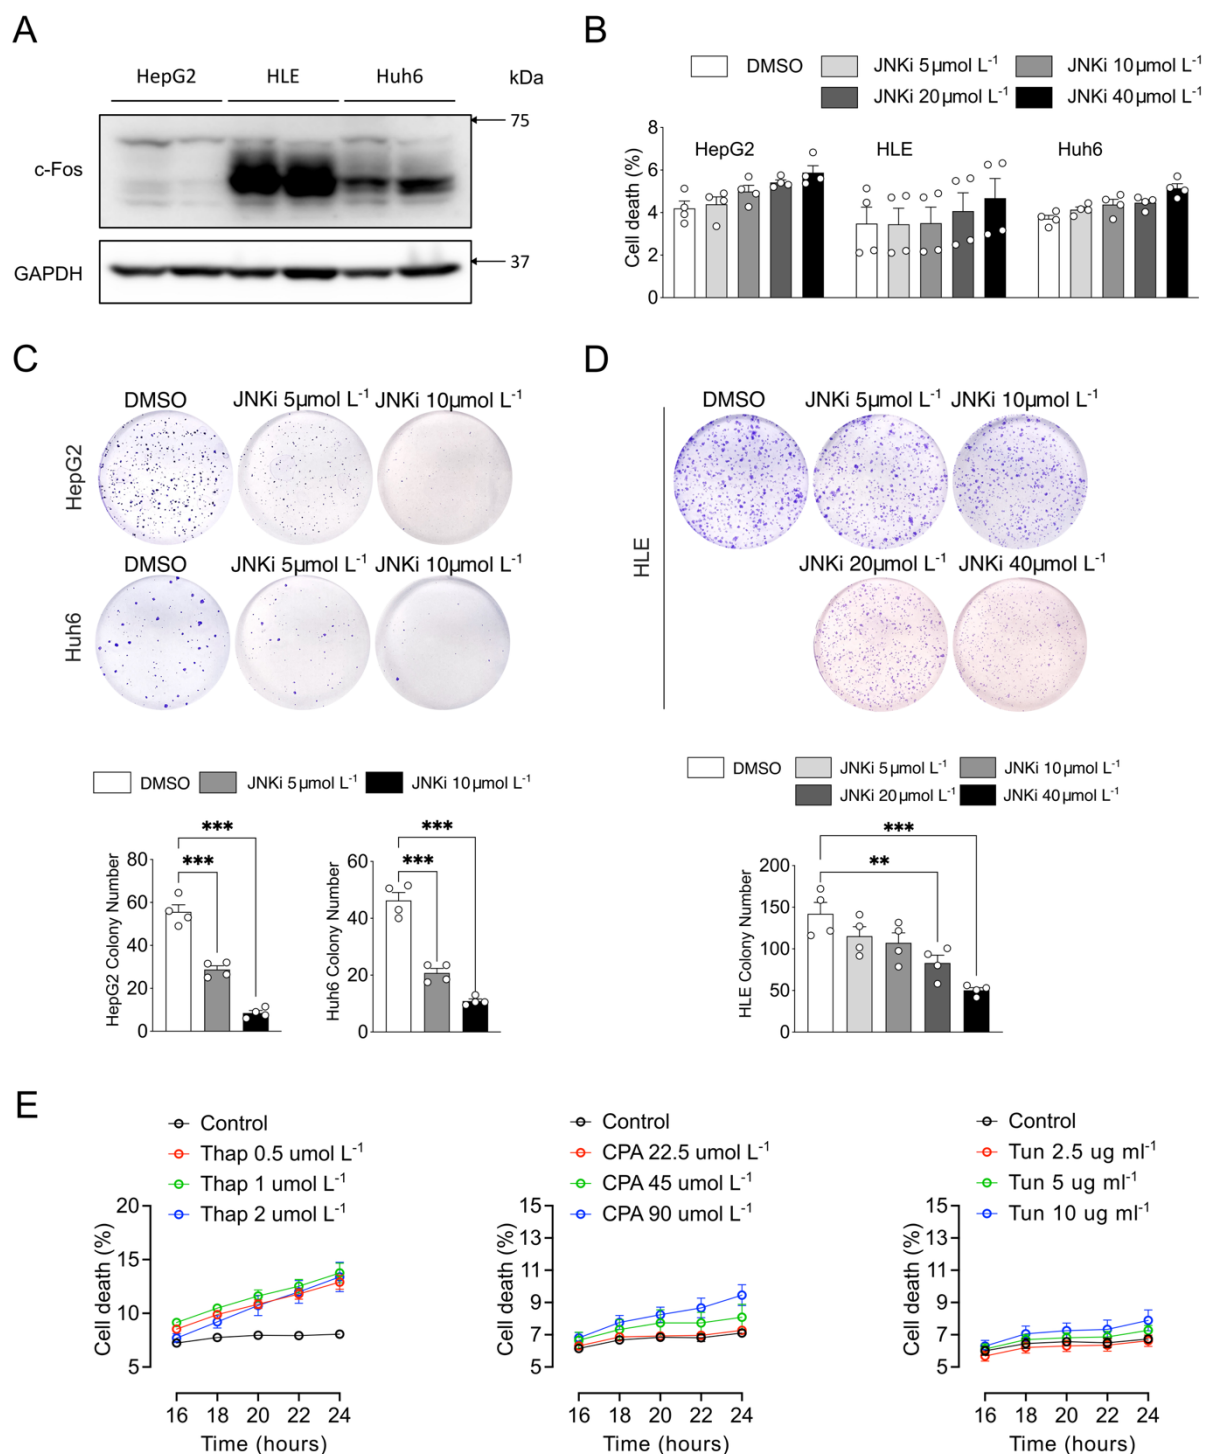

**Figure S7. c-Fos expression in HCC cell lines, JNK inhibitor-mediated cell death and colony formation, and ER stressors induced cell death.** A) Immunoblot analysis of HepG2, Huh6, and HLE HCC cell lines showing c-Fos protein expression levels ( $n = 2$  biological replicates for each cell line). B) Cell death assay showing different dosages of JNK inhibitor (JNKi) treatment on viability capacity of HepG2, Huh6, and HLE as indicated ( $n = 4$  biological

replicates for each cell line). C, D) Colony formation assay of HepG2 C), Huh6 C), and HLE D) treated with different dosages of JNKi as indicated ( $n = 4$  biological replicates for each cell line). E) Cell viability assay of HepG2 treated with different dosages of ER stressors, including Thap, Tun, and CPA, as indicated ( $n = 4$  biological replicates for each cell line). In B-E), results are shown as mean  $\pm$  SEM. Statistical analyses using one-way ANOVA B-D). Statistical significance is indicated as  $**p < 0.01$ ,  $***p < 0.001$ .

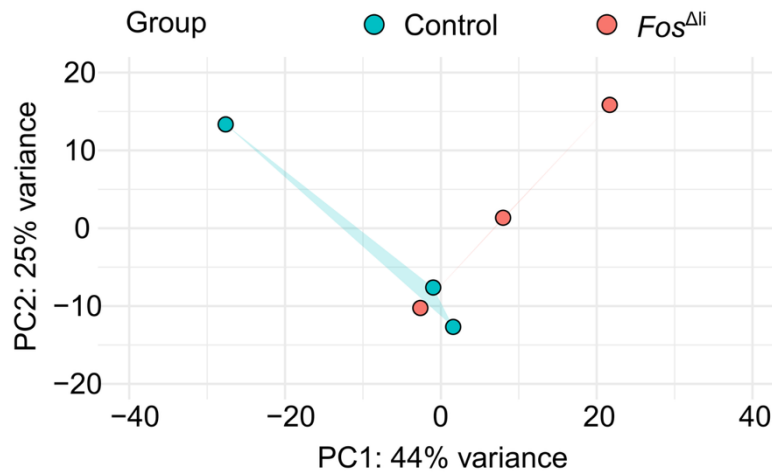

**Figure S8. RNA-Seq PCA plot reveals variation between control and *Fos*<sup>Δli</sup> mice.** RNA-Seq PCA plot using top 5000 variable genes depicting the variation between control and *Fos*<sup>Δli</sup> ( $n = 3$  mice per group). PC1 and PC2 collectively explained 69 % of the variability among different groups, with PC1 accounting for 44 % and PC2 for 25 % of the variance, respectively.

| Primary antibody  | Designation                                                                                             | Source or reference       | Cat#        | Additional information |
|-------------------|---------------------------------------------------------------------------------------------------------|---------------------------|-------------|------------------------|
| AKT               | Akt (pan) (40D4) Mouse mAb                                                                              | Cell Signaling Technology | 2920        | WB 1:2000              |
| ALB               | Albumin Antibody                                                                                        | Cell Signaling Technology | 4929        | WB 1:1000              |
| c-Fos             | Rabbit polyclonal anti-protein c-Fos                                                                    | Cell Signaling Technology | 4384S       | WB 1:1000              |
| c-Fos             | Rabbit monoclonal anti-protein c-Fos                                                                    | Cell Signaling Technology | 2250S       | WB 1:1000 IF 1:125     |
| Cleaved Caspase 3 | Rabbit monoclonal anti-protein cleaved caspase 3                                                        | Cell Signaling Technology | 9664S       | WB 1:1000              |
| ERK               | p44/42 MAPK (Erk1/2) Antibody                                                                           | Cell Signaling Technology | 9102        | WB 1:1000              |
| GAPDH             | Rabbit polyclonal anti-glyceraldehyde-3-phosphate dehydrogenase                                         | R&D Systems               | 2275-PC-100 | WB 1:5000              |
| IR                | Insulin Receptor $\beta$ (4B8) Rabbit mAb                                                               | Cell Signaling Technology | 3025        | WB 1:1000              |
| JNK               | SAPK/JNK Antibody                                                                                       | Cell Signaling Technology | 9252        | WB 1:1000              |
| p-AKT             | Phospho-Akt (Ser473) (D9E) XP® Rabbit mAb                                                               | Cell Signaling Technology | 4060        | WB 1:2000              |
| p-ERK             | Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP® Rabbit mAb                                 | Cell Signaling Technology | 4370        | WB 1:2000              |
| p-IR              | Phospho-IGF-I Receptor $\beta$ (Tyr1135/1136)/Insulin Receptor $\beta$ (Tyr1150/1151) (19H7) Rabbit mAb | Cell Signaling Technology | 3024        | WB 1:1000              |
| p-JNK             | Phospho-SAPK/JNK (Thr183/Tyr185) Antibody                                                               | Cell Signaling Technology | 9251        | WB 1:1000              |
| p-p38             | Phospho-p38 MAPK (Thr180/Tyr182) (D3F9) XP® Rabbit mAb                                                  | Cell Signaling Technology | 4511        | WB 1:1000              |
| p38               | p38 MAPK (D13E1) XP® Rabbit mAb                                                                         | Cell Signaling Technology | 8690        | WB 1:1000              |
| PLIN2             | Guinea pig polyclonal anti-protein Perilipin 2 (N-terminus aa 6-27)                                     | PROGEN Biotechnik         | GP47        | WB 1:1000              |
| PPAR $\gamma$     | Rabbit monoclonal anti-PPAR $\gamma$                                                                    | Cell Signaling Technology | 2443        | WB 1:500               |
| $\alpha$ -Tubulin | Mouse monoclonal anti-alpha-tubulin                                                                     | Sigma-Aldrich             | T5168       | IF 1:500               |
| $\beta$ -actin    | Anti- $\beta$ -Actin antibody, Mouse monoclonal                                                         | Sigma-Aldrich             | A1978       | WB 1:5000              |

**Table S1.** List of primary antibodies used for western blot and immunofluorescence analysis.

| Secondary antibody     | Designation                                                                                | Source or reference      | Cat#   | Additional information |
|------------------------|--------------------------------------------------------------------------------------------|--------------------------|--------|------------------------|
| Donkey anti-Mouse 555  | Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555 | Thermo Fisher Scientific | A32773 | IF 1:500               |
| Donkey anti-Rabbit 488 | Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488     | Thermo Fisher Scientific | A21206 | IF 1:500               |
| Goat anti-guinea pig   | Anti-guinea pig IgG goat polyclonal, HRP conjugate                                         | PROGEN Biotechnik        | 90001  | WB 1:5000              |
| Goat anti-Mouse        | Goat Anti-Mouse Immunoglobulins/HRP (affinity isolated)                                    | Dako                     | P0447  | WB 1:5000              |
| Goat anti-Rabbit       | Goat Anti-Rabbit Immunoglobulins/HRP (affinity isolated)                                   | Dako                     | P0448  | WB 1:5000              |

**Table S2.** List of secondary antibodies used for western blot and immunofluorescence analysis.

| siRNA           | Source | Identifiers | Target sequence       |
|-----------------|--------|-------------|-----------------------|
| siRNA Control   | Qiagen | #1027281    | -                     |
| Hs siRNA FOS #1 | Qiagen | SI03066028  | CAGCATGGAGCTGAAGACCGA |
| Hs siRNA FOS #2 | Qiagen | SI03091844  | CTCGGGCTTCAACGCAGACTA |

**Table S3.** siRNAs used in the study to knockdown c-Fos in HCC cell lines.

| Gene          | qPCR F                 | qPCR R                 | Standard F              | Standard R               |
|---------------|------------------------|------------------------|-------------------------|--------------------------|
| <i>Acaca</i>  | AGCCAGAAGGGACAGTAGAA   | CTCAGCCAAGCGGATGTAAG   | GCGCTTACATTGTGGATGGC    | AAGCCTTCACTGTGCCTTCA     |
| <i>Acly</i>   | TTCGTCAACAGCACTTCC     | ATTGGCTTCTTGAGGTG      | ACACCATCATCTGTGCTCGG    | ATCCAGGGGTGACGATACA      |
| <i>Cpt1a</i>  | GCTGATGACGGCTATGGTGT   | AAAGCGGTGTGAGTCTGTCT   | CCACAACAACGGCAGAGCA     | TCAGGAGCAACACCTATTCACTTG |
| <i>Fasn</i>   | CACAGTGCTCAAAGGACATGCC | CACCAGGTGTAGTGCCTTCCTC | ACTTCCTCTGGGATGTGCCT    | GTCAGCACTGCTCTCGTTGA     |
| <i>Fos</i>    | AGCAGCTATCTCCTGAAGAGG  | TCTGTCTCCGCTTGAGTGT    | CTCCTGTCAACACACAGGACTT  | GTTGATCTGTCTCCGCTTGA     |
| <i>Gapdh</i>  | AGTTCAACGGCAGTCAAG     | TACTCAGCACCAGCATCACC   | ATGACTCTACCCACGGCAAG    | TGTGAGGGAGATGCTCAGTG     |
| <i>Nfe212</i> | ACTACAGTCCCAGCAGAGTGAT | TCACACACTTCTGCGTGCT    | ACTACAGTCCCAGCAGAGTGATG | AGACACTGCACTGCAACAAG     |
| <i>Ppara</i>  | GCTGTAAGGGCTTCTTCGG    | GCGAATTGCATTGTGTGACAT  | GCATGTGAAGGCTGTAAGGGC   | GACAAAAGCGGGTTGTTGCT     |
| <i>Pparγ1</i> | CCAAGAATACCAAAGTGCATCA | AAAACCCTTGCATCCTTCACAA | GCTCCAAGAATACCAAAGTGCGA | AACCTGATGGCATTGTGAGACA   |
| <i>Pparγ2</i> | TGCCTATGAGCACTTCAACAAG | TCTACTTTGATCGCACTTGGTA | AGCATGGTGCCTTCGCTGAT    | GCCCAAACCTGATGGCATTGTG   |

**Table S4.** List of primers used for qPCR. Real-time quantitative PCR was performed using the Bio-Rad CFX96 machine (Bio-Rad Laboratories, Hercules, CA) and the SYBR green PCR Master Mix (Bio-Rad Laboratories).

How the deposited data were processed for this re-analysis (not part of the article)

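RNA from the livers of Adv-Control mice (n = 3) and Adv-shRNA-Fos mice (n = 3) was sequenced, and the authors deposited a table of raw counts per gene for each liver, not normalized and not pooled. The methods describe polyadenylated libraries and paired reads. They name Picard, FastQC, fastp, Trimmomatic, HISAT2, SAMtools and featureCounts for another mouse liver dataset, and the text names no aligner, counter or strand setting for these livers. Of the 55421 gene identifiers in each table, 55240 are in GENCODE M21 on GRCm38 and 181 are not; the latter held at most 0.011% of a library. Gene symbols, positions and lengths came from that annotation. Low counts are mostly even, so the mates of a pair appear to have been counted separately, and the counts overstate the number of independent fragments.

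Depth was even across the livers, from 18401536 to 23027651 counts. A gene such as Fos, with 2 to 62 counts per liver, is measured with far less precision than Sik1 or Depp1. Within each group, pairs of libraries differed by more than sampling noise (chi-square per gene from 17.4 to 41.3), so no library was treated as a copy of another.

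Genes were kept with filterByExpr (default minimum of 10 counts), normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, robust) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, the threshold of the paper. DESeq2 1.42.0 gave the Wald statistics for fgsea 1.28.0, which tested lists with at least 5 tested genes, with Benjamini-Hochberg adjustment over 19 lists. Camera and fry came from limma 3.58.1 and edgeR. The lists covered the ribosome, the respiratory chain (nuclear and mitochondrial genes), MAPK cascade kinases, MAPK signaling, Wnt signaling, immediate early genes, cAMP and CREB targets, STAT5 targets, fasting genes, lipogenic genes, PPARγ targets, clock genes, acute-phase genes, interferon-stimulated genes, antigen presentation, T and NK cells, macrophages and red blood cells. They were written from gene symbols and general knowledge of these classes before the data were examined. They are not the KEGG lists, so their scores are not on the scale of Fig. 3F. Several stand in for pathways shown in Fig. 3F, and some hold genes labelled in Fig. 3D or Fig. 3E. They are therefore not independent of what the paper reports for these livers. The ribosome, respiratory chain, MAPK and Wnt lists were not tested without the labelled genes. Values per liver are CPM after TMM. Log2 values used a prior count of 2. edgeR's test gives no standard error. The one printed is the absolute log2 fold change divided by the square root of the F statistic. It is approximate, and the same ratio of fold change to standard error does not give the same p for every gene. Comparisons of single genes or of list averages between livers used an exact two-sided permutation test.

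Mpeg1, Marco and Cd68, members of the macrophage list, and Gm17040, which overlaps Cish, are named outside the rule that follows. The other genes named are those the paper names in its text, Fig. 3D and Fig. 3E for this experiment, and genes it measured in fed livers. The rule also takes the 10 largest changes past the threshold with groups that do not overlap, and list members past the threshold. This rule, the tests, the lists and most alternatives were set before the data were examined. The alternatives were DESeq2, RLE and upper-quartile normalization, other filters on low counts, protein-coding genes only, a fold threshold of 1.5, the replicate number as a block, corrections for GC content and gene length, and leaving out each liver. The corrections subtracted from each library a smooth curve over the rank of the property (span 0.3); GC content was taken from the longest transcript. Counts halved and rounded up, DESeq2 on all genes without a prior filter (with and without the fold threshold), lists without the genes labelled in Fig. 3D and Fig. 3E, lists matched on length, and a length curve fitted on genes outside the pathway lists were added after seeing the data.

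The procedure was tested on simulated data for this comparison, with the means, library sizes and dispersions of the 12796 genes and 200 genes changed. The changed genes were given log2 fold changes close in size to those of Jun and Sik1, far above the median shifts of the pathway lists. Another set of genes, shifted less, was counted neither as changed nor as unchanged. edgeR recovered 74.5% of the changed genes, with 8.48% of its calls on unchanged genes, and DESeq2 recovered 77% with 12.4%. Both called more unchanged genes than the nominal share in this single simulated dataset, in which genes were drawn independently. The recovered shares do not hold for smaller changes. In 10 simulated comparisons with no gene changed, edgeR called from 0 to 8 genes (median 2) and DESeq2 from 0 to 7 (median 5.5). A simulated length trend (Spearman correlation -0.356) fell to -0.014 after the correction.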

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

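The macrophage list was tested with the others; its test without the labelled genes and its weighing against gene length, other splits of the livers and the share of hepatocytes were chosen after results were seen.

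A list of 17 macrophage and Kupffer cell markers, a class of genes the paper does not discuss for these livers, was higher in Adv-shRNA-Fos livers. It stood out because its normalized enrichment score was 2.31 (adjusted p = 8.47e-06 from fgsea, over the lists without the genes labelled in Fig. 3D and Fig. 3E) and because the liver averages of the groups did not overlap. All 17 are expressed in these livers at a level that was tested, none is in another of the lists and none is labelled in Fig. 3D or Fig. 3E. Of the 17 genes, 15 were higher, with a median log2 fold change of 0.34, and none was called alone by edgeR (4 had an unadjusted p under 0.05). The separation was narrow: the averages were -0.21, -0.02 and -0.29 log2 units in Adv-Control and 0.24, -0.01 and 0.29 in Adv-shRNA-Fos livers, with Adv-Control replicate 2 and Adv-shRNA-Fos replicate 2 nearly level. The most abundant in Adv-shRNA-Fos livers, Mpeg1, had 53.3 ± 13.7 CPM (SD, n = 3) in Adv-Control and 67.6 ± 8.25 (SD, n = 3) in Adv-shRNA-Fos livers. The score stayed past the threshold with each liver left out. With the correlation between genes estimated, camera gave an adjusted p of 0.56 and fry 0.414 over the lists without the labelled genes. Over the 19 lists, camera gave an adjusted p of 0.273 and fry 0.166. A length correction left the score at 2.04, still past the threshold in fgsea, which treats genes as independent. Only 1 of the 10 splits of the 6 livers, the real one, gave a score as large, but 10 splits cannot give a share under 0.1, and after the length correction 2 of the 10 did. A lower share of hepatocytes stays open: the T and NK cell list, which it would also raise, scored -0.589, but its 8 tested genes went both ways. A larger number or a different state of macrophages may be behind the difference. The silencing virus carried GFP and the control virus did not, so the vector and the loss of c-Fos cannot be told apart as its origin in this design, and neither was tested.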

How the results depend on the processing

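The counts of genes past the threshold depended most on the test and the filter. Against 6 genes (3 higher, 3 lower), DESeq2 called 29 (13 higher, 16 lower), and edgeR without a low-count filter called 74 (34 higher, 40 lower). DESeq2 on all genes, chosen after seeing the data, called 21 (9 higher, 12 lower), or 17 (6 higher, 11 lower) with a fold threshold of 1.5. All 6 genes were called in each of these fits. The cause of the differences was not tested. RLE and upper-quartile normalization, GC correction, length correction and the fold threshold in edgeR each gave 6 genes. Counting only genes with at least 10 counts in every library, or only protein-coding genes (which leaves out Neat1), gave 5. Across the fits that each left out one liver, the count ran from 3 (without Adv-shRNA-Fos replicate 2) to 14 (without Adv-Control replicate 2), with 1 to 8 genes higher and 2 to 7 lower. It was 10 without Adv-Control replicate 3. Sik1 and Depp1 were called in each of these fits. Another 10 genes labelled in Fig. 3D were called by DESeq2, by DESeq2 on all genes and without a low-count filter.

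The libraries share replicate numbers, and the numbers do not pair the mice: the deviations of same-numbered livers from their group means had correlations of 0.044, -0.01 and -0.013. With the replicate number as a block, edgeR called 10 genes (6 lower), 5 of them among the 6 (Neat1 was lost). With the block and a GC correction it called 10 (6 lower), and with the block and a length correction 11 (7 lower). In the gene list tests, the replicate block reversed the clock list (0.883, and 1.07 with the length correction) and the T and NK cell list (0.812), neither of which was past the threshold in any of these fits.

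The ribosome, nuclear respiratory chain, MAPK signaling and Wnt signaling lists kept their direction in every alternative and their side of the threshold in every fgsea fit and in camera with a preset correlation. They lost it in camera with an estimated correlation (adjusted p 0.353, 0.408, 0.344 and 0.273) and in fry (0.189, 0.214, 0.166 and 0.141). The MAPK cascade kinases lost it there too (0.346 and 0.166), and also with the length correction (-1.34), with the block and the length correction (-1.25) and with a length curve fitted outside the pathway lists, chosen after seeing the data (-1.36). Their score ran from -1.89 to -1.42 with each liver left out and lost the threshold without Adv-Control replicate 2. The cause of these changes was not tested. The mitochondrial respiratory chain genes reversed from 0.99 to -1.50 with the length correction, to -1.59 with the block added and to -1.51 with the curve fitted outside the lists, and ran from -1.22 to 1.72 with each liver left out, passing the threshold only without Adv-Control replicate 3. Of the other lists, 9 lost the threshold in camera with an estimated correlation, 8 in fry, 2 in camera with a preset correlation and 2 with the length correction.

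With each liver left out, the score ran from -2.18 to 1.23 for lipogenic genes, from -1.78 to 1.16 for PPARγ targets, from -0.98 to 2.26 for acute-phase genes, from -0.758 to 2.59 for interferon-stimulated genes and from -0.858 to 1.08 for T and NK cells. The acute-phase list, past the threshold with all livers, lost it without Adv-Control replicate 1 (1.49) or 3 (1.37) and reversed without Adv-shRNA-Fos replicate 3. The interferon list, also past it, lost it without Adv-Control replicate 1 (0.935) or Adv-shRNA-Fos replicate 2 (1.34) or 3 (1.33) and reversed without Adv-Control replicate 3. The fasting list lost it without Adv-Control replicate 1 (1.59) or 2 (1.50), and the red blood cell list in every such fit but that without Adv-shRNA-Fos replicate 3. The lipogenic list passed only without Adv-shRNA-Fos replicate 1 and the PPARγ targets only without Adv-shRNA-Fos replicate 2. The T and NK cell list was also reversed without a low-count filter (1.09) and in camera (adjusted p 0.864 with a preset and 0.947 with an estimated correlation), as was the clock list in camera (0.938 and 0.958). Log2 fold changes ran from -0.54 to 1.03 for Gdf15, from -0.49 to 4e-04 for Mapk8ip1, from -0.27 to 0.048 for Ppara, from -0.16 to 0.19 for Nfe2l2, from -0.36 to 0.066 for Acly and from -0.44 to 0.15 for Fasn.

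The first component's share of the variance was 23.5% with edgeR's log CPM, 27.4% over 5000 genes and 27.6% over all kept genes, and ran from 35.9% to 39.8% with a liver left out. The second component's was 22.8%, 22.8% and 22.1%, and ran from 26.1% to 32.8%. Depth limits Fos: its Adv-shRNA-Fos counts of 12, 10 and 2 leave the size of its decrease imprecise.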

Differences from the paper's values

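Fig. 3D marks about 17 genes past its thresholds, read by eye, with about 6 higher and about 11 lower. The edgeR test gave 6 genes, 3 higher and 3 lower. Of the alternatives set before the data were examined, DESeq2 on the same genes came within a factor of 1.5 for the lower genes (16) but not for the total (29) or the higher genes (13). None of them did so for all 3 counts. The fit without Adv-Control replicate 2 came within it for the total (14) and the higher genes (8). For the higher genes, so did the fit without Adv-shRNA-Fos replicate 3 and the replicate block with or without a GC or length correction, with 4 each. DESeq2, which the paper's methods name, run on all genes with a fold threshold of 1.5 gave 17 genes, 6 higher and 11 lower, including all 16 genes labelled in that panel; this setting was chosen after seeing the values. Without the fold threshold it gave 21, with 9 higher and 12 lower. Of the 10 labelled genes that edgeR did not call, DESeq2 and the fit without a low-count filter called all 10. The replicate block, alone or with a GC or length correction, called Dusp1, Socs2, Jun, Rgs16 and Ip6k2. Leaving out a liver called Dusp1 (without Adv-Control replicate 1 or 3), Jun (Adv-Control 3), Rgs16 (Adv-Control 2 or 3), Socs2 (Adv-Control 2), Ip6k2 (Adv-Control 2 or Adv-shRNA-Fos 3), Slc25a25 (Adv-shRNA-Fos 2) and Tgm1 (Adv-shRNA-Fos 3). Counts halved, chosen after seeing the values, called Rgs16.

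The paper's discussion proposes a loss of transcription behind the decrease of PPARγ after c-Fos silencing, without excluding post-translational mechanisms. In these livers Pparg mRNA was not lower in the silenced group: its log2 fold change was 0.50 (standard error 0.23), not past the threshold in edgeR (adjusted p = 0.748), and positive in each of the fits that left out a liver. All livers were taken at ZT24, after 12 h of feeding, so an earlier difference in Pparg mRNA could have been missed. In chimeric mice, the paper reports a PPARG peak soon after dark onset and then a return to baseline. For fed obese mice, it names transient timing as the likely reason for higher PPARγ protein without higher mRNA. The values here therefore do not decide whether transcription was lost. The paper's protein measurement was not analysed here.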

Other observations

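The tests on lists without the labelled genes, the comparison with length-matched lists, the tests of length on the MAPK and Wnt lists, the comparison of Saa3 with the macrophage markers, the halving of the counts and DESeq2 on all genes were chosen after results were seen.

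The 6 livers can be split into 2 groups of 3 in 10 ways. In 2 of the 10 splits edgeR called at least 6 genes, the real split and the one that sets Adv-Control replicates 1 and 3 with Adv-shRNA-Fos replicate 3 against the rest. For DESeq2 on all genes, 4 of the 10 splits gave at least 21 genes, up to 34. With so few splits, an effect of the silencing and chance cannot be told apart from the count alone, since no share under 0.1 is possible. Counting the mates of a pair separately does not account for the calls: with the counts halved, 6 of the 6 genes were still called and Rgs16 was added.

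The opposite movement of the pathway lists (ribosome and nuclear respiratory chain up, MAPK and Wnt signaling down) was as large in 2 of the 10 splits, which leaves chance open for the same reason. A GC correction left the 4 lists past the threshold, with a highest adjusted p of 2.12e-05 from fgsea. A length correction left them past it at 0.00102 from fgsea. Neither correction removed these calls, but fgsea treats genes as independent. For the ribosome, lists matched on expression and length had a median log2 fold change of 0.09 against 0.24. Whether length is the whole cause of the MAPK and Wnt signaling scores stays open. Their medians lay at the 3.63 and 3.31 percentiles of 10000 lists matched on expression and length, so some matched lists moved as far. For the narrower MAPK cascade list, length cannot be told apart from a difference of the pathway, since it lay at the 0.13 percentile but lost its call under the length correction. The Spearman correlations of single libraries with length were 0.188, 0.077 and 0.07 in Adv-Control and -0.164, -0.242 and 0.071 in Adv-shRNA-Fos livers, so that Adv-shRNA-Fos replicate 3 lay with Adv-Control replicates 2 and 3. A difference in RNA or library quality between these livers is a candidate explanation that was not tested beyond the correction at 0.00102; the paper states high RNA integrity for all samples.

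Several of the genes with the largest changes are immediate early genes (Sik1, Nr4a1, Dusp1 and Jun). The other 22 immediate early genes, those not labelled in Fig. 3D or Fig. 3E, scored -1.80 in fgsea (adjusted p = 0.0165), with 15 lower. Their liver averages overlapped (exact permutation test, two-sided, p = 0.4) and fry gave an adjusted p of 0.63, so a weaker response of the whole class may be present but is not established. The other 9 cAMP and CREB targets scored 0.652, with 5 higher and 4 lower, and give no sign of less glucagon signaling, without excluding it. With the labelled genes, the lists scored -2.48 and -2.19.

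Depp1 and Rgs16 are in the list of genes raised by fasting. Without the labelled genes, the fasting list scored 1.09 (adjusted p = 0.492 from fgsea; 1.77 with them), the lipogenic list -1.002 and the clock list -0.964. These lists had members in both directions and do not decide between a more fasted state, a shifted circadian phase and a direct effect. None of Ppara, Cpt1a, Nfe2l2, Acly, Acaca, Fasn and Plin2, which the paper measured in other fed livers, was called, with log2 fold changes from -0.18 (Acaca) to 0.22 (Plin2). The PPARγ target list scored -1.37 (adjusted p = 0.158 from fgsea).

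Cish and Socs2 are induced by growth hormone through STAT5. The 6 other STAT5 targets scored -1.78 (adjusted p = 0.0108 from fgsea), with 5 lower. With the length correction the score was -1.63 and lost the threshold (adjusted p = 0.0578 from fgsea). These 6 targets did not pass in camera with a preset correlation (adjusted p = 0.124) or in fry (adjusted p = 0.63). Their liver averages overlapped (exact permutation test, two-sided, p = 0.3), and Adv-Control replicate 3 lay below the mean at -0.31. Lower growth hormone signaling may contribute, but 3 livers per group cannot settle it, and 1 other of the 10 splits gave the full list a score as large. With Cish and Socs2 the list scored -1.98.

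Saa3 was higher in each Adv-shRNA-Fos liver. The other 20 acute-phase genes scored 1.21 (adjusted p = 0.338 from fgsea; 1.55 with Saa3), with 11 higher and 9 lower, and -0.913 with the length correction. Their liver averages did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible), which alone does not show a rise of the class, so that it stays undecided. The T and NK cell list scored -0.591, with genes in both directions, which decides nothing. Interferon-stimulated genes scored 1.68 (adjusted p = 0.0237 from fgsea), but Adv-Control replicate 2 had the highest average of the 6 livers (0.32), so a response to the GFP-carrying vector is not separable from the spread between mice. An even rise in macrophages does not account alone for the rise of Saa3, whose log2 fold change was 1.48 (standard error 0.24) against a median of 0.34 for the macrophage markers. The markers ran from -0.11 (Cd68) to 1.19 (Marco, standard error 0.32), and Marco came within error of Saa3, so a rise of one type of macrophage or a change in their state stays open. Antigen presentation genes, a class shown in Fig. 3F, scored 2.33, with 23 of 24 higher. They did not pass in camera with an estimated correlation (adjusted p = 0.273) or in fry (adjusted p = 0.166). Of the 10 splits, 2 gave this list a score as large, the real one among them. Red blood cell genes scored 1.58 (adjusted p = 0.0436 from fgsea). The red blood cell list lost the threshold with the length correction (1.05), the GC correction (1.50) and the replicate block (1.51). It also lost it in each fit that left out a liver except the one without Adv-shRNA-Fos replicate 3 (1.68). The lowest of these scores was 1.16, without Adv-shRNA-Fos replicate 1.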
